# Machine learning approach to integrated endometrial transcriptomic datasets reveals biomarkers predicting uterine receptivity in cattle at seven days after estrous

**DOI:** 10.1038/s41598-020-72988-3

**Published:** 2020-10-12

**Authors:** Maria B. Rabaglino, Haja N. Kadarmideen

**Keywords:** Computational biology and bioinformatics, Physiology, Biomarkers

## Abstract

The main goal was to apply machine learning (ML) methods on integrated multi-transcriptomic data, to identify endometrial genes capable of predicting uterine receptivity according to their expression patterns in the cow. Public data from five studies were re-analyzed. In all of them, endometrial samples were obtained at day 6–7 of the estrous cycle, from cows or heifers of four different European breeds, classified as pregnant (n = 26) or not (n = 26). First, gene selection was performed through supervised and unsupervised ML algorithms. Then, the predictive ability of potential key genes was evaluated through support vector machine as classifier, using the expression levels of the samples from all the breeds but one, to train the model, and the samples from that one breed, to test it. Finally, the biological meaning of the key genes was explored. Fifty genes were identified, and they could predict uterine receptivity with an overall 96.1% accuracy, despite the animal’s breed and category. Genes with higher expression in the pregnant cows were related to circadian rhythm, Wnt receptor signaling pathway, and embryonic development. This novel and robust combination of computational tools allowed the identification of a group of biologically relevant endometrial genes that could support pregnancy in the cattle.

## Introduction

Various bioinformatics and systems biology tools in animal production and health sciences^1^, and specifically in cattle artificial reproduction^2^, focus on integrating biological data layers (genomics and transcriptomics) and application of statistical-bioinformatics methods (e.g. eQTL mapping) to identify functionally relevant targets and biomarkers. However, the emergence of machine learning (ML), as a big data science tool, is less explored in livestock functional genomics in general, and bovine species in particular. ML refers to the use of self-learning algorithms to make sense of big data and is a branch of artificial intelligence that holds great potential for pattern recognition in complex datasets^3,4^, such as the ones derived from the “omics” technologies. In transcriptomic data (captured by either microarrays or RNA-sequencing platforms), expression pattern analysis is central to find functionally relevant groups of genes under different treatment conditions or phenotypic categories. Thus, application of ML tools represents a powerful analytical approach that can be strengthened when it is applied to data integrated from several datasets (i.e., multi-transcriptomic data), which provides a robust overview of the system under study^5^.

Here, we investigated ML methods across multi-transcriptomic data, in the context of characterizing the receptive endometrium at the time of embryo transfer (ET) in European cattle. The endometrial transcriptomic profile should determine a favorable environment for contact and communication with the embryo at around 5–6 days of pregnancy, when the conceptus reaches the uterus^6^. Thus, identification of a receptive endometrium becomes crucial at around 7 days of the estrous cycle, when an embryo is deposited into the uterus after the application of assisted reproductive technologies. Previous works, including ours^7^, have demonstrated that the endometrial transcriptomic profile at day 6 or 7 differs between animals that become pregnant or not. This fact has been shown in Nellore cows after artificial insemination (AI)^8^, Simmental heifers after in vivo produced ET^9,10^, dairy cows after in-vitro produced ET^7^, and cross-breed heifers after AI^11^. These studies have applied high-throughput technologies with the goal of determining the differentially expressed genes in the endometria of animals that resulted pregnant compared to those that do not. Their results helped to shed light on the identification of those genes whose expressions control the fate of uterine receptivity. Nevertheless, results from these studies are not entirely consistent, since several other factors, such as breed and category, can influence gene expression. Therefore, the identification of endometrial genes as biomarkers of receptivity is still challenging.

In the present study, we combined data integration with supervised and unsupervised ML tools to provide actionable knowledge from various endometrial transcriptomic datasets. We hypothesized that such novel computational approach could reveal the main gene expression signature of the receptive endometrium at the time of ET in cattle. The goal of this study was to conduct multi-transcriptomic data integration from five publicly available datasets, including our recent study on endometrial transcriptomics^7^, and apply ML tools to such integrated data, to identify biomarker genes determining uterine receptivity according to their expression patterns. These studies, listed in Table 1, have in common that endometrial samples from European or Taurine cattle *(Bos taurus taurus)* were obtained at day 6–7 of the estrous cycle, and they were classified as receptive (R, n = 26) or not (nonR, n = 26) after ET or AI, depending on the study. Selection and validation of the potential biomarkers were done in three steps involving supervised and unsupervised ML methods. Once these key genes were determined, the final aim was to explore their biological characteristics through predictions in external data to discern the role of estradiol and progesterone in their expression, and network analysis to reveal related genes.

**Table 1:** Characteristics of each dataset selected for data integration and analysis.

Accession number in GEO	Animal breed	Animal category	Method to induce pregnancy	Method of sample collection	Number of samples	Platform for transcriptomic determination	Authors & date of data publication
GSE115756	Holstein	Lactating cows (1st to 3rd lactation)	IVP-ET	Biopsy instrument	R = 8 nonR = 9	Illumina HiSeq 2500 (RNA- sequencing)	Mazzoni et al.^7^—Dec 31, 2019
GSE107741	Japanese Black	Cows	AI / IV-ET	Biopsy instrument	R = 6 nonR = 5	Agilent-023647 B. taurus Oligo Microarray v2	Matsuyama et al. *(article not published)*—Jan 11, 2018
GSE29853	Charolais × Limousine	Heifers	AI	Postmortem peeling from the uterine myometrium	R = 6 nonR = 6	Affymetrix Bovine Genome Array	Killen et al.^11^—Jun 10, 2011
GSE36080	Simmental	Heifers	IV-ET	Cytobrush	R = 3 nonR = 3		Ponsuksili and Wimmers^9^—Jan 01, 2013
GSE20974					R = 3 nonR = 3		Salilew-Wondim et al.^55^—Mar 25, 2010

For all the experiments, endometrial samples from *Bos taurus* cattle were obtained around day 7 of the estrous cycle, and they were classified retrospectively or prospectively according to the pregnancy results. IVP-ET: transfer of in-vitro produced embryos; IV-ET: transfer in-vivo produced embryos; AI: artificial insemination; R and nonR: animals classified as receptive or not, respectively.

## Results

In what follows below, the main results are categorized into four topics.

### Identification of groups of potential biomarker genes through supervised ML

The software BioDiscML^12^ was employed for selection of potential biomarker genes. This software automates the main steps in ML by implementing methods for features and model selection, in order to identify the best model for data classification. The software generated 2097 models, from which only five models presented accuracy higher than 90% in the test set and in the evaluation procedures in the train set. These models were:

- Two models of Bayes Network optimized by accuracy of prediction, which selected 100 and 75 genes
- Two multinomial logistic regression models, also optimized by accuracy of prediction, which selected the same 100 and 75 genes, and
- Bayes Network optimized by False Discovery Rate, which selected 50 genes.

The 100, 75 and 50 selected genes were overlapping, meaning that the 50 genes were repeated in the three groups.

### Identification of the best group of biomarker genes through unsupervised ML

The groups of genes identified as potential biomarkers were evaluated for their ability to blindly cluster apart the R and nonR samples, according to their expression levels, in a hierarchical clustering. 

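Endometrial RNA of 23 lactating Holstein cows was measured by RNA sequencing, with 1 library per cow. The biopsies were taken on day 6 to 7 of the cycle by the paper and on day 6 to 8 by the sample labels, and 1 in-vitro produced embryo was transferred to each cow in the next cycle. After slaughter between days 26 and 47, 12 cows were pregnant (R) and 11 were non-pregnant (nonR). The paper used 8 R and 9 nonR Holstein cows, and its text and supplement do not tie them to single libraries, so all 23 cows were used. By the submitters' processing notes, the authors aligned the reads with STAR to UMD3.1 and counted them per Ensembl gene with HTSeq, and the values are counts without normalization. Counts in genes ranged from 6920879 to 27243047 per library in pregnant cows (median 17577897.5) and from 14147023 to 27357249 in non-pregnant cows (median 20507100). Of 24616 genes, 14852 passed edgeR's filter on low counts and were tested after TMM normalization. Expression scaled to library size (CPM) and log2 fold changes (pregnant minus non-pregnant) come from this fit. Clustering, classification and scores used the variance stabilizing transformation (vst) of DESeq2, made without knowledge of the groups. On the first principal component of the vst values, which held 43.2% of the variance, non-pregnant replicates 4 and 6 and pregnant replicates 22 and 23 lay apart from the other 19 libraries, at 49.7 to 97.8 against at most 9.75. By more than 1 vst unit, 980 genes were higher and 1017 genes lower in these 4 libraries than in the other 19. Pregnant replicates 20 and 21 had 75.5% and 76.7% of their reads outside annotated genes, against at most 59.6% in the other 21 libraries. This share had a median of 52.6% in pregnant and 46.8% in non-pregnant cows (difference of means 8.11 points, two-sided permutation test p = 0.0348, adjusted p = 0.143 over 5 library measures). The other 4 measures, which included the log2 of the counts in genes (p = 0.0574), did not pass either.

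**Figure D1:**
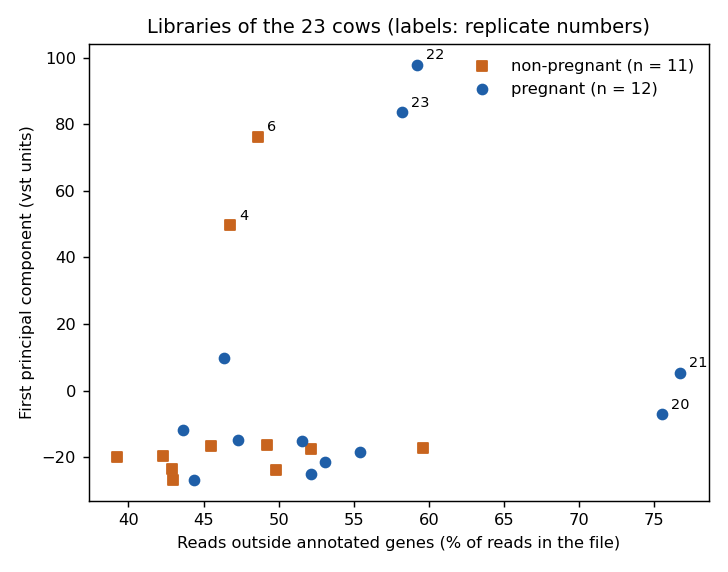
Share of reads outside annotated genes (x axis, percent) and position on the first principal component of the vst values (y axis, vst units) for the 23 libraries, 12 from pregnant and 11 from non-pregnant cows. The 6 libraries with a replicate number lie either at 49.7 or more on the first component or at 75.5% or more on the x axis.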

As expected, the group of 50 genes showed the best performance (92.3% accuracy). Only one nonR sample from the Holstein cows (nonR_Hols_6) was clustered with the R samples, while three R samples were grouped with the nonR samples. These samples were one from Holstein (R_Hols_3), one from the Charolais x Limousine (R_Cont_3) and one from the second study with the Simmental heifers (R_Sim2_1). 

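On the 50 biomarker genes, the 23 Holstein cows formed a branch of 15 and a branch of 8. The smaller branch held 6 pregnant cows and 2 non-pregnant cows, and the larger one 6 pregnant and 9 non-pregnant cows. The pregnant cows of the smaller branch, replicates 5, 7, 10, 15, 17 and 18, had RARRES1 at 373.1 to 519.4 CPM. The other 6 pregnant cows had RARRES1 (retinoic acid receptor responder 1) at 38.7 to 338.7 CPM. Among those 6 were the pregnant cows whose libraries stood apart, replicates 20 to 23, and all 4 libraries apart on the first component were in the larger branch. RARRES1 is among the 50 genes on which the tree was built, so its values describe the branches and do not test them. RARRES1 did not divide the branches among all cows, since non-pregnant replicate 4 of the larger branch had 408.6 CPM. Non-pregnant replicates 9 and 14, in the smaller branch, had 314.6 and 263.8 CPM, below pregnant replicate 8 of the larger branch (338.7 CPM). The branches matched pregnancy status in 15 of 23 cows (65.2%, 95% Wilson interval 44.9 to 81.2%), which did not pass a one-sided permutation test on the fixed tree (p = 0.192). The tree was built on median-centred vst values with 1 minus the Spearman correlation and complete linkage. The paper names this correlation and linkage but no centring of the genes. With 1 minus the Pearson correlation or with average linkage the match was 73.9% (p = 0.0353 and p = 0.0357, same permutation test), with genes not centred it was 52.2% (p = 1), and leaving out each cow in turn gave 63.6 to 68.2%. In sets of cows left out after the data were seen it was 76.2% (p = 0.0322) without pregnant replicates 20 and 21, 68.4% (p = 0.171) without the 4 libraries apart and 76.5% (p = 0.0552) without all 6.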

The corresponding dendrograms and heat maps for the expression signatures are shown in Supplementary Fig. 1, together with the confusion matrix and accuracy for each classification.

In addition, hierarchical clustering of the genes according to their expression showed two main clusters of genes, corresponding to those with increased or decreased expression in the R cows (up-regulated or down-regulated, respectively).

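In the Holstein cows alone, whether the genes up-regulated and those down-regulated in R cows fell into separate clusters depended on the linkage, the transformation and the libraries used. With complete linkage on vst values of all 23 cows, a cluster of 16 genes held 11 up-regulated and 5 down-regulated genes, among them BHLHE40, TRIB1, RIN3, PAXIP1 and the down-regulated CTBP2. The other cluster of 34 genes held 21 up-regulated and 13 down-regulated genes, among them RARRES1, COL26A1 and HHEX beside SLC35A3, SUCLG2 and FXR2. These clusters matched the direction given by the study for 26 of 50 genes (52%, Fisher's exact test p = 0.757). With group means removed, the median Spearman correlation across cows was 0.173 between pairs of up-regulated genes, 0.195 between pairs of down-regulated genes and -0.178 between genes of opposite direction. These are medians over gene pairs, which are not independent replicates. With average linkage the 2 clusters matched the direction for 98% of the genes, with log2 CPM in place of vst for 92% and with 1 minus the Pearson correlation for 56%. With genes not centred the match was 52% by construction, since centring a gene does not change its rank correlations across cows. In sets chosen after the data were seen it was 92% without the 4 libraries apart on the first component, 58% without pregnant replicates 20 and 21 and 94% without these 6.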

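Among the biomarker genes, RIN3, PAXIP1, SMPD4 and CLECL1 had the smallest p-values with higher expression in the endometrium of pregnant cows, and SUCLG2, FXR2 and FN3KRP with lower expression. Of the genes up-regulated in R cows in the study, 29 of 32 were higher in the 12 pregnant than in the 11 non-pregnant Holstein cows, and of the down-regulated genes 13 of 18 were lower. The differences were small, with a median log2 fold change of 0.17 over the former and -0.07 over the latter. The study chose these genes on part of these cows, so their directions are not independent evidence. RIN3 (ENSBTAG00000010416), an exchange factor of Rab5 in endocytosis, was at 5.75 ± 2.56 CPM (SD, n = 12) in pregnant and 3.49 ± 0.743 CPM (SD, n = 11) in non-pregnant cows. Its log2 fold change was 0.72 (standard error 0.22, p = 0.00323, adjusted p = 0.402 from edgeR's quasi-likelihood test), and 10 of 12 pregnant cows lay above the non-pregnant median. PAXIP1 (ENSBTAG00000017505), which takes part in histone methylation and DNA repair, was at 12.5 ± 4.397 against 8.63 ± 1.67 CPM, a log2 fold change of 0.53 (standard error 0.16, adjusted p = 0.402). Its highest values, 22.7 and 19.0 CPM, came from pregnant replicates 21 and 20, the libraries with most reads outside genes, and without these 2, left out after the data were seen, its log2 fold change was 0.32. SMPD4, a neutral sphingomyelinase, had 13.7 ± 1.64 against 11.6 ± 1.00 CPM and a log2 fold change of 0.24 (standard error 0.083, adjusted p = 0.403). CLECL1, a C-type lectin-like protein of immune cells, had 4.15 ± 1.67 against 2.75 ± 0.964 CPM and a log2 fold change of 0.59 (standard error 0.24, adjusted p = 0.423). SUCLG2 (ENSBTAG00000009541), a subunit of succinyl-CoA ligase in the citric acid cycle, was at 144 ± 17.1 CPM in pregnant and 166 ± 27.4 CPM in non-pregnant cows, a log2 fold change of -0.20 (standard error 0.090, adjusted p = 0.444). The RNA-binding protein FXR2 had log2 fold change -0.23 (33.4 ± 6.39 against 39.1 ± 4.01 CPM, adjusted p = 0.444). FN3KRP, a kinase that repairs glycated proteins, had -0.26 (22.1 ± 5.28 against 26.5 ± 2.17 CPM, adjusted p = 0.45). The lowest values of both genes came from pregnant replicates 20 and 21, and without these 2 the log2 fold change was -0.14 for FXR2 and -0.16 for FN3KRP.
None of the 50 genes passed edgeR's quasi-likelihood test over all genes, and none when adjusted over the list alone (smallest adjusted p 0.0881), although 8 had an unadjusted p under 0.05. DESeq2's Wald test called none of them over all genes and 3 when adjusted over the list alone, RIN3, PAXIP1 and SMPD4 (adjusted p = 0.0308 each). Tested as a list against all other genes, the up-regulated genes were higher (camera with a preset correlation of 0.01, p = 0.000618) and the down-regulated genes lower (p = 0.0405). With an estimated correlation between genes the p-values were 0.117 and 0.22, and fry, which asks whether a list moves on balance in 1 direction, gave 0.107 and 0.132. Without a filter on low counts the up-regulated list had p = 0.0738 and the down-regulated list p = 0.000563. The down-regulated list missed the threshold with a stricter filter (p = 0.0565), with parity in the model (p = 0.0636), and with parity and days from calving (p = 0.0772). It also missed the threshold when each of 8 cows was left out in turn, non-pregnant replicates 1, 3 and 19 and pregnant replicates 5, 7, 10, 15 and 18 (p = 0.0502 to 0.147). Without the 4 libraries apart on the first component it had p = 0.00312 and without pregnant replicates 20 and 21 p = 0.003, sets chosen after the data were seen. Among all 14852 genes, edgeR called 0 changed between pregnant and non-pregnant cows, and DESeq2 called 10. By edgeR, 1556 genes had an unadjusted p under 0.05, where chance gives 742.6 on average. Of 100 splits of the 23 cows, the real one included, 13 gave as many or more (highest other 3271). Chance is therefore not excluded for this excess. Without pregnant replicate 8 edgeR called 1 gene. The smallest p-values of edgeR belonged to ENSBTAG00000001441 (log2 fold change -0.74, adjusted p = 0.341) and ENSBTAG00000045834 (-0.77, adjusted p = 0.401), both lower in pregnant cows. ENSBTAG00000004982 (1.81) and ENSBTAG00000008963 (0.98), both at adjusted p = 0.401, had the smallest p-values among the genes higher in pregnant cows. ENSBTAG00000004982 was low, at 1.94 CPM in pregnant and 0.538 CPM in non-pregnant cows. Its largest share in 1 cow, 19.1%, was in pregnant replicate 20, a library with most reads outside genes. The files give no symbols for these 4 genes, and DESeq2 called all 4.

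**Figure D2:**
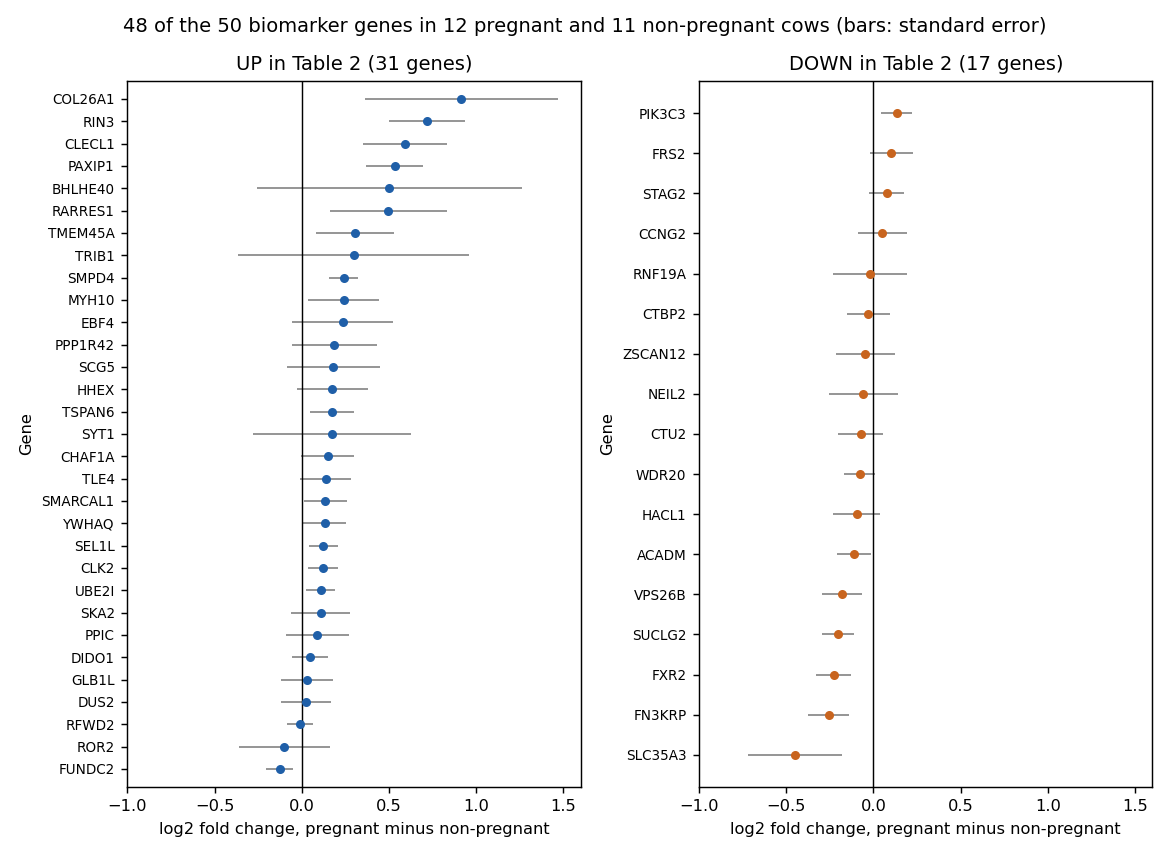
Log2 fold change (x axis, pregnant minus non-pregnant) of 48 of the 50 biomarker genes (y axis) in 12 pregnant and 11 non-pregnant Holstein cows, with bars for the standard error, in separate panels for the UP and the DOWN genes of Table 2. Most points of the UP panel lie above 0, from -0.13 for FUNDC2 to 0.91 for COL26A1, and most points for DOWN genes lie under 0, from -0.45 for SLC35A3 to 0.13 for PIK3C3.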

Table 2 lists the 50 genes, with the respective indication if they were more (UP, n = 32) or less (DOWN, n = 18) expressed in the 7-day endometria of the R animals.

**Table 2:** List of the 50 endometrial genes identified as biomarkers to determine pregnancy status around day 7 of the estrous cycle in the *Bos taurus* cattle.

Ensembl gene ID	Gene symbol	Gene name	Direction
ENSBTAG00000001069	TP53	Tumor protein p53	UP
ENSBTAG00000001568	PPIC	Peptidylprolyl isomerase C	UP
ENSBTAG00000002108	YWHAQ	Tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein theta	UP
ENSBTAG00000002130	SMPD4	Sphingomyelin phosphodiesterase 4	UP
ENSBTAG00000003397	CTBP2	C-terminal binding protein 2	DOWN
ENSBTAG00000003532	TLE4	Transducin like enhancer of split 4	UP
ENSBTAG00000003718	HACL1	2-hydroxyacyl-CoA lyase 1	DOWN
ENSBTAG00000003843	SMARCAL1	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a like 1	UP
ENSBTAG00000004459	TMEM45A	Transmembrane protein 45A	UP
ENSBTAG00000004769	NEIL2	Nei like DNA glycosylase 2	DOWN
ENSBTAG00000005092	ROR2	Receptor tyrosine kinase like orphan receptor 2	UP
ENSBTAG00000005462	FXR2	FMR1 autosomal homolog 2	DOWN
ENSBTAG00000006002	DIDO1	Death inducer-obliterator 1	UP
ENSBTAG00000007007	WDR20	WD repeat domain 20	DOWN
ENSBTAG00000008083	SEL1L	SEL1L ERAD E3 ligase adaptor subunit	UP
ENSBTAG00000008181	CHAF1A	Chromatin assembly factor 1 subunit A	UP
ENSBTAG00000008943	ZSCAN12	Zinc finger and SCAN domain containing 12	DOWN
ENSBTAG00000009121	STAG2	Stromal antigen 2	DOWN
ENSBTAG00000009541	SUCLG2	Succinate-CoA ligase GDP-forming beta subunit	DOWN
ENSBTAG00000009863	BHLHE40	Basic helix-loop-helix family member e40	UP
ENSBTAG00000010416	RIN3	Ras and Rab interactor 3	UP
ENSBTAG00000011205	PPP1R42	Protein phosphatase 1 regulatory subunit 42	UP
ENSBTAG00000011818	COL26A1	Collagen type XXVI alpha 1 chain	UP
ENSBTAG00000012454	SLC35A3	Solute carrier family 35 member A3	DOWN
ENSBTAG00000014217	HHEX	Hematopoietically expressed homeobox	UP
ENSBTAG00000014393	CLK2	CDC like kinase 2	UP
ENSBTAG00000014644	DUS2	Dihydrouridine synthase 2	UP
ENSBTAG00000014713	RARRES1	Retinoic acid receptor responder 1	UP
ENSBTAG00000014838	VPS26B	VPS26, retromer complex component B	DOWN
ENSBTAG00000015390	FN3KRP	Fructosamine 3 kinase related protein	DOWN
ENSBTAG00000016977	FUNDC2	FUN14 domain containing 2	UP
ENSBTAG00000017505	PAXIP1	PAX interacting protein 1	UP
ENSBTAG00000017833	RNF19A	Ring finger protein 19A, RBR E3 ubiquitin protein ligase	DOWN
ENSBTAG00000019155	FRS2	Fibroblast growth factor receptor substrate 2	DOWN
ENSBTAG00000020611	GLB1L	Galactosidase beta 1 like	UP
ENSBTAG00000020943	CTU2	Cytosolic thiouridylase subunit 2	DOWN
ENSBTAG00000021151	MYH10	Myosin heavy chain 10	UP
ENSBTAG00000021680	SKA2	Spindle and kinetochore associated complex subunit 2	UP
ENSBTAG00000021768	CCNG2	Cyclin G2	DOWN
ENSBTAG00000023179	TRIB1	Tribbles pseudokinase 1	UP
ENSBTAG00000024240	ACADM	acyl-CoA dehydrogenase, C-4 to C-12 straight chain	DOWN
ENSBTAG00000026290	PIK3C3	Phosphatidylinositol 3-kinase catalytic subunit type 3	DOWN
ENSBTAG00000031385	RFWD2	Ring finger and WD repeat domain 2	UP
ENSBTAG00000032613	SCG5	Secretogranin V	UP
ENSBTAG00000034693	SYT1	Synaptotagmin 1	UP
ENSBTAG00000037757	EBF4	Early B-cell factor 4	UP
ENSBTAG00000038866	UBE2I	Ubiquitin conjugating enzyme E2 I	UP
ENSBTAG00000039980	CLECL1	C-type lectin-like 1	UP
ENSBTAG00000043964	ARL5B	ADP ribosylation factor like GTPase 5B	DOWN
ENSBTAG00000045550	TSPAN6	Tetraspanin 6	UP

The column named “direction” indicates if the gene was more (UP) or less (DOWN) expressed in the endometria of the animals that resulted pregnant.

### Validation of the selected set of biomarker genes through supervised ML

The next step was to verify if the expression signature of the 50 selected genes were able to predict uterine receptivity. For this, we applied Support vector machines (SVM) as classifier, using all the samples but the samples from a given breed as training set, and the samples from such breed as testing set. Therefore, we could discern if the expression signature of these genes would be able to predict uterine receptivity across all the bovine breeds.

The evaluation metrics associated with the confusion matrix for each of the four train/test set are depicted in Table 3. Using the expression of the 50 genes in all the samples, but the samples for a particular breed, to train the SVM, the accuracy to predict correctly the uterine receptivity in that particular breed was 100% for the Japanese and Simmental breeds, 94.1% for the Holstein cows and 91.7% for Charolais x Limousine heifers. One nonR sample from the Holstein cows (non_R_6) was misclassified as R, while one R sample from the Charolais x Limousine heifers was misclassified as nonR (R_Cont_1). Therefore, the overall accuracy was 96.1%.

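Scores on the 50 genes were on average higher in pregnant than in non-pregnant cows, a difference that did not pass the test. A score was formed per cow as the mean z of the 32 UP genes minus the mean z of the 18 DOWN genes. It was 0.293 ± 0.978 (SD, n = 12) in pregnant and -0.320 ± 0.571 (SD, n = 11) in non-pregnant cows. The difference of 0.613 had p = 0.0844 in a two-sided permutation test with 1e+05 resamples, and the area under the ROC curve was 0.727. Of the pregnant cows, 10 of 12 lay above the non-pregnant median, and pregnant replicates 21 and 22 had the lowest scores of their group, -1.30 and -1.18. The difference passed the same permutation test without pregnant replicate 21 (0.790, p = 0.0275) or without pregnant replicate 22 (0.787, p = 0.0311). It also passed without the 4 libraries apart on the first component (1.00, p = 0.034) and without pregnant replicates 20 and 21 together (0.848, p = 0.0253) and without all 6 (1.49, p = 0.00394), sets of cows chosen after the values were seen. Without any other single cow it did not pass, with the smallest difference, 0.479, without pregnant replicate 7. A linear support vector machine trained on the 50 genes in all Holstein cows but 1 and tested on the cow left out placed 15 of 23 correctly (65.2%), namely 6 of 12 pregnant and 9 of 11 non-pregnant cows, and with a cost of 0.01 in place of 1 it placed 47.8% correctly. Lists of 50 other genes matched on expression gave a median of 60.9%, and 406 of 1000 such lists did as well or better. With permuted pregnancy status, 13 of 100 runs did as well or better. The study chose the 50 genes and their directions on part of these cows, so a cow left out here may have entered that choice. The score, the accuracy and the comparisons with other lists and permuted status are therefore not independent evidence. The samples of the other breeds, on which the paper trained its classifier, are not among the files used here. From the accuracies in the breeds left out of training, the paper concludes that the expression of these genes has a high capability to predict receptivity across breeds and animal categories.

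**Figure D3:**
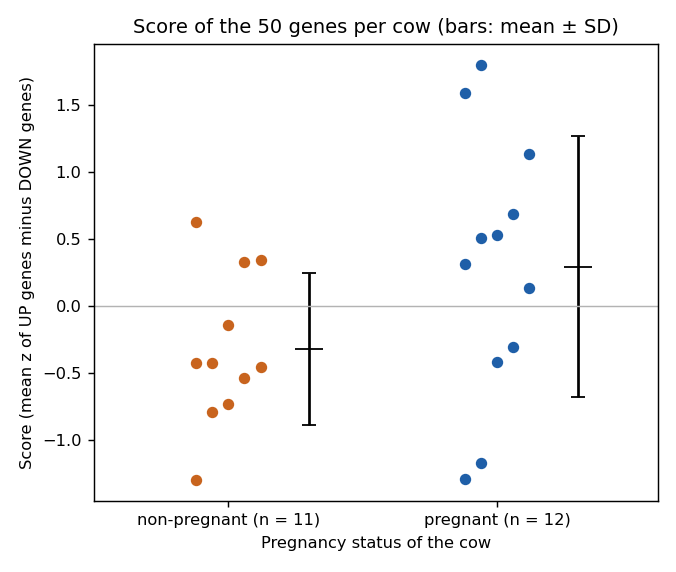
Score of the 50 genes (y axis, mean z of the UP genes minus mean z of the DOWN genes) for each of 11 non-pregnant and 12 pregnant cows, with bars for the mean ± SD of each group. The pregnant cows range from -1.30 to 1.80 and the non-pregnant cows from -1.30 to 0.629.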

**Table 3:** Evaluation metrics corresponding to the classifications on pregnancy status based on the expression of the 50 endometrial genes for each breed, using Support Vector Machine as classifier, trained with all the samples except for the samples of the particular breed.

Metric	Holstein	Charolais × Limousine	Japanese black	Simmental
Accuracy	0.941	0.917	1.000	1.000
Kappa	0.883	0.833	1.000	1.000
Accuracy Lower	0.713	0.615	0.715	0.735
Accuracy Upper	0.999	0.998	1.000	1.000
Accuracy Null	0.529	0.500	0.545	0.500
Accuracy PValue	0.000	0.003	0.001	0.000
McNemar PValue	1.000	1.000	NA	NA
Sensitivity	0.889	1.000	1.000	1.000
Specificity	1.000	0.833	1.000	1.000
Positive Predictive Value	1.000	0.857	1.000	1.000
Negative Predictive Value	0.889	1.000	1.000	1.000
Precision	1.000	0.857	1.000	1.000
Recall	0.889	1.000	1.000	1.000
F1	0.941	0.923	1.000	1.000
Prevalence	0.529	0.500	0.455	0.500
Detection Rate	0.471	0.500	0.455	0.500
Detection Prevalence	0.471	0.583	0.455	0.500
Balanced Accuracy	0.944	0.917	1.000	1.000

### Determination of the biological significance of the selected biomarker genes

As a final step, we investigated the biological meaning of the 50 genes through two methods: predictions in external datasets and functional/network analysis.

*Predictions in external datasets:* with the aim of understanding the role of estradiol and progesterone in the expression of the biomarker genes, two datasets were selected to generate the test sets based on the endometrial expression of the 50 biomarker genes. The training set consisted on the expression of the 50 genes in the 52 samples described in Table 1. Predictions of ‘receptive’ samples for each test set were as follow:

Test set 1) Five out of five pregnant heifers with normal progesterone levels (PN), but only one out of five pregnant heifers treated with a progesterone device on day 3 of the estrous cycle (PH).

Test set 2) Three out of three ovariectomized cows receiving a progesterone treatment for six days plus estradiol at day 6 (E2 + P4) but none out of three receiving only the progesterone treatment (P4).

Accordingly, samples that were classified as ‘receptive’ (PN and E2 + P4) tended to cluster with the R samples, and vice versa for samples classified as ‘non receptive’ (PH and P4), in a PCA plot (Fig. 1).

**Figure 1:**
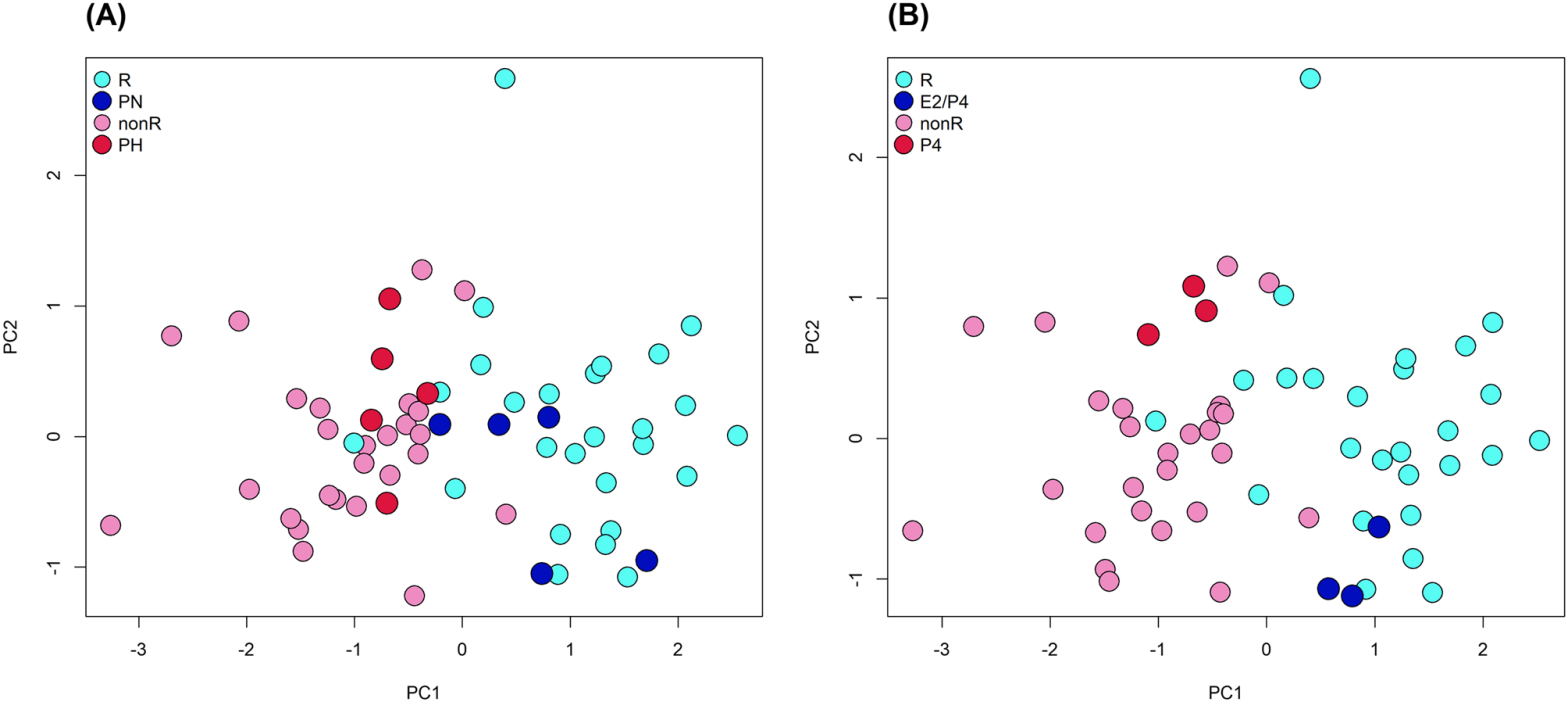
Principal component analysis of samples’ distribution according to the expression of the 50 biomarker genes. The plots show the distribution of samples collected from receptive (R) and non-receptive (nonR) cows, and samples obtained from: (**A**) pregnant cows but treated with a progesterone device from day 3 (PH) or with normal progesterone levels (PN); (**B**) ovariectomized cows receiving a progesterone treatment for 6 days plus estradiol at day 6 (E2 + P4) or only the progesterone treatment (P4).

*Functional/network analysis:* functional classification of the protein class for each gene was performed with the Panther database^13^ and network analysis was done with the Cytoscape software (V. 3.7.2)^14^.

From the 50 genes, 26 genes were classifying into protein classes, from which the most abundant protein class was gene-specific transcriptional regulator (six out of the 26). These regulators were the following transcription factors: Cellular tumor antigen p53 (TP53), Basic helix-loop-helix family member e40 (BHLHE40), Hematopoietically expressed homeobox (HHEX) and Zinc finger and SCAN domain containing 12 (ZSCAN12). The following regulators are transcription co-factors: Transducin like enhancer of split (TLE4) and C-terminal-binding protein 2 (CTBP2). 

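The regulators HHEX and ZSCAN12 differed little between pregnant and non-pregnant Holstein cows, and neither passed edgeR's quasi-likelihood test or DESeq2's Wald test. The homeobox factor HHEX (ENSBTAG00000014217) was at 13.2 ± 5.38 CPM (SD, n = 12) in pregnant and 11.7 ± 2.37 CPM (SD, n = 11) in non-pregnant cows. Its log2 fold change was 0.18 (standard error 0.20, adjusted p = 0.78 from edgeR's quasi-likelihood test), and 7 of 12 pregnant cows lay above the non-pregnant median. The highest and the lowest HHEX value, 25.7 and 3.93 CPM, both came from pregnant cows with libraries apart on the first component, replicates 23 and 22, and the log2 fold change was 0.0306 without replicate 23 and 0.27 without replicate 22. The zinc finger factor ZSCAN12 (ENSBTAG00000008943) was at 27.6 ± 6.51 CPM in pregnant and 28.5 ± 9.08 CPM in non-pregnant cows. Its log2 fold change of -0.05 (standard error 0.17, adjusted p = 0.945) turned to 0.0079 with parity number and days from calving in the model and to 0.0441 without non-pregnant replicate 1, which had the highest value, and was -0.14 without non-pregnant replicate 4. For both genes the difference between the groups was smaller than the spread between cows of a group.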

All the genes were more expressed in the animals that become pregnant, except for ZSCAN12 and CTBP2.

The top 100 related genes to the up- and down-regulated biomarker genes in the R animals were inferred and analyzed with Cytoscape (Supplementary Table 1). These genes generated highly connected networks (Supplementary Fig. 2). The significantly enriched biological processes (adj. *p* < 0.05) related to these networks are listed in Supplementary Table 2. The main significant biological processes determined in the network derived from the up-regulated genes in the endometria of the R cows are: positive regulation of biological/cellular process, regulation of gene expression, circadian rhythm, regulation of apoptosis, Wnt receptor signaling pathway, and embryonic development. For the down-regulated genes, the main non-redundant biological processes are: chromosome segregation, lipid modification, negative regulation of biological/cellular process, M phase of cell cycle, and fatty acid oxidation.

## Discussion

So far, most of the studies of the bovine endometrial transcriptome during the early-luteal phase period have utilized bioinformatics methods to detect differentially expressed genes between the groups in that particular study^7–10,15^. The outputs of these investigations are deposited in the public GEO database, which enables the access to a large amount of high-throughput data^16^. Integration of several datasets could lead to a better characterization of the system under study^5^, as done, for example, for the human endometrial transcriptome^17^. On the other hand, ML algorithms have emerged as useful tools to recognize patterns in data generated by “omics” assays^4^. Here, we demonstrated the power of combining data integration and ML methods to detect endometrial genes whose expression patterns potentially identify a receptive endometrium at around seven days of the estrous cycle.

In the cow, the pre-implantation period is so critical that more than 70% of pregnancy failure associated with embryo death occurs here^18^. This represents one of the main causes of economic loss and thus, the understanding of the early physiological changes occurring in the endometrium, which are determined by variations in the endometrial transcriptome, takes major importance. In the present study, we integrated endometrial transcriptomic data from the *Bos taurus taurus* during this early-luteal phase, with the main aim of identifying a group or set of genes characterizing a receptive endometrium despite the breed and category. Data from *Bos taurus indicus* were not considered to avoid confounding differences given the bifurcation in the phylogenetic tree. Selected datasets (Table 1) shared similar experimental designs. Except for the dataset GSE29853, the other datasets classified the animals retrospectively according to pregnancy status after the biopsy (although GSE107741 was based on the results before and after the biopsy). For the dataset GSE29853, the authors classified the animals based on the results of previous AI. Therefore, all these public datasets have in common that consist of endometrial samples obtained at around day 7 of the estrous cycle, samples were classified according to pregnancy status, and the transcriptome was measured through a high-throughput technology. The application of bioinformatics procedures allowed the integration of these datasets, in the sense that technical differences given by the platform employed for transcriptomic measurement, or the experiment itself, were eliminated through a data pre-processing step (Supplemental Fig. 3).

As per our main objectives, we applied a series of ML procedures (that included identification of sets of genes and application of unsupervised and supervised ML tools to determine the best one) to determine a group of 50 genes with the capability to predict pregnancy status according to their expression levels (Table 2). Even more, the expressions of these genes in all the samples but a particular breed were able to predict uterine receptivity with an overall 96.1% accuracy, validating the predictive capability of these key genes (Table 3).

Between them, there were six transcriptional regulators, corresponding to four transcription factors and two co-factors. Furthermore, five of these 50 genes have been associated with cow fertility in recent studies using genome-wide association analysis. YWHAQ and PAXIP1 were identified as master regulators (molecules that have indirect relationships to positional candidate genes through upstream regulators), and SUCLG2 as one positional candidate gene, associated with dairy heifer fertility^19^. TP53, one of the transcription factors discussed below, was one of the three top upstream regulators of positional candidate genes, while MYH10 a regulator target gene, associated with beef cattle fertility^20^.

It is well accepted that progesterone concentrations regulate the endometrial expression of genes determining uterine receptivity, and it plays a key role in pregnancy establishment and conceptus development^21,22^. Therefore, to explore the action of this hormone on the expression of these 50 genes, additional external data from two studies were re-analyzed. In one study, pregnant heifers presented normal or high levels of progesterone from day 3 of the estrous cycle^23^. Although all heifers were pregnant, only one from the high-progesterone group was classified as such according to the expression of the 50 genes (Fig. 1A). Forde et al.^23^ concluded that progesterone supplementation during early pregnancy advances endometrial gene expression in cattle, and so the endometria of those animals probably reflected changes occurring later in the estrous cycle. In the other study, ovariectomized cows were treated with progesterone for six days, receiving an injection of estradiol benzoate at the end of the treatment or not^24^. Only samples obtained from animals receiving the estradiol treatment were classified as receptive, according to the expression of the 50 genes (Fig. 1B).

Thus, these results suggest that the expression of the 50 genes is temporally regulated and their differences in expression between R and nonR animals would occur at around day 7 of the estrous cycle but not later in the cycle. Also, these genes probably are responding to the increasing estradiol levels of the first wave together with the increased levels of progesterone^25^, but not to progesterone alone, although this fact should be confirmed by experimental studies in vivo.

In addition, and to explore more deeply the biological significance of the 50 genes, related genes were inferred in a network analysis (Supplementary Fig. 2). These related genes might not behave as crucial genes during the early luteal phase period, but their expression, or their products, or the pathway(s) they shared with the key genes, could be affected later. We cannot know exactly the number of genes that would be regulated by the key genes, and so the arbitrary top 100 genes were explored, together with the significantly enriched biological processes by these genes, respectively for the biomarker genes that showed higher or lower expression in the R cows.

One of the biomarker genes with higher expression in the R cows was TP53, which is well known as tumor suppressor because its protein (p53) regulates cell division by keeping cells from growing and dividing (proliferating) too fast or in an uncontrolled way. In response to different stress signals, p53 can hold cell division in both the G1/S phase and G2/M phase checkpoints, in order to prevent chromosomal replication specifically during the cell cycle if DNA damage is present, and even to induce cell apoptosis^26,27^. The actions of p53 are critical to avoid tumor development, but it also regulates many cellular processes, including metabolism, antioxidant response, and DNA repair^26^. Interestingly, regulation of transcription and cell death/apoptosis were biological processes enriched by the related genes to the ones with higher expression in the R cows, while M phase of the cell cycle, chromosome segregation and lipid oxidation to the ones with lower expression in the R cows. Furthermore, many steps involved in implantation in the human, such as apoptosis and angiogenesis, are regulated by p53 and thus this protein could play a broader role in the survival of the specie by optimizing the embryo implantation^28^. This study suggests that early expression by TP53 is critical for uterine receptivity in the cow as well. In the report from Ponsuksili et al.^9^, the authors found that activated TP53 was associated with the endometria of high receptive cows, although on day 3 (not on day 7). Thus, the role of TP53 expression during the early-luteal phase in the bovine endometrium deserves further investigation.

Another biological process enriched with the related genes to the ones with higher expression in the R cows, was Wnt signaling pathway. The key genes involved in it were TLE4 and ROR2. On the other hand, CTBP2, a transcription co-factor with higher expression in the nonR cows, also participates in the Wnt pathway. 

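None of the Wnt-related genes TLE4, ROR2 and CTBP2 passed edgeR's quasi-likelihood test between the groups of Holstein cows, and the size of each difference, for ROR2 also its direction, depended on single libraries. TLE4 (ENSBTAG00000003532) was at 19.2 ± 4.47 CPM (SD, n = 12) in pregnant and 17.5 ± 4.37 CPM (SD, n = 11) in non-pregnant cows. Its log2 fold change was 0.14 (standard error 0.15, adjusted p = 0.765). With each cow left out in turn it ranged from 0.0738 (without non-pregnant replicate 4) to 0.19 (without non-pregnant replicate 14). It was 0.11 without the 4 libraries apart on the first component and 0.22 without pregnant replicates 20 and 21. Without all 6 it was 0.22, and these sets were chosen after the data were seen. ROR2 (ENSBTAG00000005092), a receptor of Wnt ligands, was at 25.3 ± 10.5 CPM in pregnant and 27.2 ± 6.76 CPM in non-pregnant cows, a log2 fold change of -0.10 (standard error 0.26, adjusted p = 0.916). Its lowest values, 5.00 and 5.38 CPM, came from pregnant replicates 22 and 23. The log2 fold change was 0.00203 without pregnant replicate 22, -0.18 without non-pregnant replicate 6, 0.0111 without the 4 libraries apart on the first component and 0.0691 without these and pregnant replicates 20 and 21, sets chosen after the data were seen, so these cows give no direction for ROR2. In the 4 libraries apart on the first component ROR2 was at 5.00 to 24.0 CPM, against 19.7 to 39.0 CPM in the other 19. CTBP2 (ENSBTAG00000003397) was at 71.9 ± 21.6 CPM in pregnant and 73.3 ± 8.15 CPM in non-pregnant cows, a log2 fold change of -0.03 (standard error 0.12, adjusted p = 0.954). Of the pregnant cows, 8 of 12 lay below the non-pregnant median of CTBP2, while pregnant replicate 21 had the highest value, 132.5 CPM. Without this cow the log2 fold change was -0.14, while without pregnant replicate 10 it was -0.000836 and without the 4 libraries apart -0.0319. Without pregnant replicates 20 and 21 it was -0.18 (unadjusted p = 0.0436, p = 0.242 adjusted over the list alone) and without these 2 and the 4 libraries apart -0.23 (unadjusted p = 0.00747, p = 0.0541 over the list alone). These sets were chosen after the data were seen.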

TLE4 is a transcriptional co-repressor whose products, and the ones encoded by the TLE1-3, inhibit the transcriptional activation mediated by the nuclear β-catenin CTNNB1 and TCF family members in the canonical Wnt signaling pathway. Conversely, HHEX, a transcription factor more expressed in the R cows, acts early in embryo development to enhance canonical WNT-signaling by repressing expression of TLE4^29^. ROR2 signals through a Wnt responsive, β-catenin independent pathway and suppress a canonical Wnt/β-catenin signal^30^. Finally, CTBP2 associates with major components of the β-catenin destruction complex and limits the accessibility of β-catenin to core transcription factors in undifferentiated embryonic stem cells, which allows exit from pluripotency^31^. In the cow, maternally derived Wnt are important for the development of the preimplantation embryo^32^. Therefore, the expression of these biomarker genes identified in the present study could play a crucial role in the regulation of the canonical and non-canonical Wnt pathway in the early-diestrous endometrium.

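BHLHE40 (ENSBTAG00000009863), a transcriptional repressor, varied far more between cows than between the groups of Holstein cows. It was at 66.4 ± 154 CPM (SD, n = 12) in pregnant and 46.8 ± 69.4 CPM (SD, n = 11) in non-pregnant cows. The log2 fold change was 0.50 (standard error 0.76, adjusted p = 0.84 from edgeR's quasi-likelihood test). Its highest values came from 3 of the 4 libraries apart on the first component, with 552 CPM in pregnant replicate 23, 205 CPM in non-pregnant replicate 6 and 167 CPM in non-pregnant replicate 4. Pregnant replicate 22, the other library apart, had 30.6 CPM, and the remaining 19 libraries had a median of 16.4 CPM and at most 64.8 CPM. TRIB1, a pseudokinase up-regulated in R cows in the study, was likewise highest in pregnant replicate 23 (576 CPM) and non-pregnant replicate 4 (366 CPM), against a median of 26.5 CPM and at most 103.7 CPM in the 19 libraries. Its log2 fold change was 0.30 (standard error 0.66, adjusted p = 0.904). Without pregnant replicate 23 the log2 fold change was -1.08 for BHLHE40 and -0.75 for TRIB1, without non-pregnant replicate 6 it was 1.10 for BHLHE40, without non-pregnant replicate 4 it was 1.08 for TRIB1, and without all 4 libraries apart, a set chosen after the data were seen, it was 0.40 and 0.57 (adjusted p = 0.478 and 0.313). The direction of the difference over all 23 cows therefore rests on single libraries for both genes.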

Lastly, one more biological process that deserves attention is the circadian rhythm, influenced by the transcription factor BHLHE40. The basic helix-loop-helix protein encoded by this gene interacts with the clock genes and modulates the circadian phase of the clock genes, playing a role in the fine regulation and robustness of the molecular clock^33,34^. This clock is highly important in reproductive tissues, including the regulation of the uterine function, although more studies are needed to define its role in the endometrial receptivity (reviewed by Sen and Hoffmann^35^).

*Study strengths and limitations*: This work embraces the output from five studies employing four breeds with distinct purposes (dairy, beef and double) and different techniques for sample collection, which are factors that can influence endometrial gene expression. However, the relative difference of expression between R and nonR animals, for all the biomarker genes (except for five) was similar in all the breeds *before* correction for the experimental effect (Supplementary Fig. 4). 

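In all 23 Holstein cows, the difference of mean vst values had the direction of Table 2 for 41 of the 50 genes, 28 of 32 UP genes and 13 of 18 DOWN genes. Against it lay, among others, the UP genes FUNDC2, ROR2, RFWD2 and GLB1L and the DOWN genes PIK3C3, FRS2, STAG2 and CCNG2. Of the genes against it, FUNDC2, an outer mitochondrial membrane protein, and PIK3C3, the class III phosphatidylinositol 3-kinase of autophagy, had the smallest p-values. FUNDC2 had a log2 fold change of -0.13 (standard error 0.076, adjusted p = 0.558) and PIK3C3 of 0.13 (standard error 0.088, adjusted p = 0.594, both from edgeR's quasi-likelihood test). The highest PIK3C3 values, 101.8 and 94.0 CPM, came from pregnant replicates 21 and 20, and its log2 fold change was 0.0571 without these 2 libraries, 0.0753 without the 4 libraries apart on the first component and -0.0175 without all 6, sets chosen after the data were seen. For FUNDC2 it was -0.15, -0.12 and -0.12 without the same sets. A count of 41 or more arose in a share of 0.0324 of permuted labels (one-sided permutation test), and since the study chose the list on part of these cows it is not independent evidence. With log2 CPM in place of vst the count was 37 (p = 0.107), and in sets left out after the data were seen it was 44 without the 4 libraries, 44 without the 2 and 49 without the 6. The count fell short of the test's threshold when each of 11 cows was left out in turn, non-pregnant replicates 1, 2, 4, 6 and 19 and pregnant replicates 10, 11, 17, 18, 22 and 23 (37 to 39 genes, p = 0.0612 to 0.112). Among first-parity cows (7 pregnant, 5 non-pregnant) 37 genes had the direction of Table 2, and among cows of parity 2 or more (5 pregnant, 6 non-pregnant) 38 genes. No gene passed edgeR's quasi-likelihood test of the interaction with parity class (443 at an unadjusted p under 0.05). None of the 50 passed when adjusted over the list alone. With 5 to 7 cows per group and parity class, this does not show that the changes are independent of parity. In simulated data, 64% of genes with a 4-fold interaction were recovered, and smaller interactions were not simulated.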

In other words, if samples are taken from a given breed cattle, using the same technique, and at around day 7 of the estrous cycle, these genes are expected to show differences in expression between R and nonR animals. Even when the differences were subtle, the overall behavior of these key genes would help to define those animals with a higher uterine capacity to support pregnancy.

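Most changes of the biomarker genes over all 23 Holstein cows were small. The largest was that of COL26A1 (ENSBTAG00000011818), a collagen chain, at 24.7 ± 15.1 CPM (SD, n = 12) in pregnant and 13.1 ± 9.92 CPM (SD, n = 11) in non-pregnant cows, a log2 fold change of 0.91 (standard error 0.55, adjusted p = 0.561 from edgeR's quasi-likelihood test). In the 4 libraries apart on the first component COL26A1 was at 0.986 to 2.18 CPM, against 1.07 to 46.6 CPM (median 21.5 CPM) in the other 19, of which non-pregnant replicate 19 was the lowest. RARRES1 (ENSBTAG00000014713) was at 308 ± 162 against 219 ± 91.3 CPM, a log2 fold change of 0.50 (standard error 0.33, adjusted p = 0.603). SLC35A3 (ENSBTAG00000012454), which carries UDP-N-acetylglucosamine into the Golgi, had the largest change among the DOWN genes, at 150 ± 74.1 against 205 ± 90.3 CPM, a log2 fold change of -0.45 (standard error 0.27, adjusted p = 0.558). Its level was 70.9 to 93.1 CPM in the 4 libraries apart and 77.0 to 361 CPM (median 166 CPM) in the others, so the ranges overlap. Over the 50 genes the median absolute log2 fold change was 0.134, or 1.10-fold, and 45 genes were under 0.5. Lists of 50 other genes matched on expression gave a median of 0.145 (95% of 10000 lists between 0.100 and 0.197), which places the biomarker genes at the 33.5th percentile. For 45 of the 50 genes the difference of mean vst values was below the SD between cows of a group, whose median was 0.276. Without the 6 libraries apart on the first component or with over 70% of reads outside genes, left out after the data were seen, the changes were larger. The median was then 0.210, 42 genes were under 0.5, RARRES1 (1.04) and COL26A1 (1.01) changed most, and for 31 genes the difference of mean vst values was below the SD.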

On the other hand, the establishment of pregnancy is a complex process that depends not only on the receptive endometrium but also on embryonic viability and synchrony of actions between both parts (reviewed by Spenser et al.^21^). Therefore, we cannot expect that the sole expression of these 50 genes, identified by mathematical approaches, could determine animals that would become pregnant or not which such high accuracy. However, we believe that our results could be of enormous help to understand the characteristics of a receptive endometrium at the time of ET and provide the basis for further studies.

## Conclusion

In summary, the application of supervised and unsupervised ML approaches for multi-transcriptomic data integration and target/gene selection, allowed the identification of a group of 50 endometrial genes with high predictive capability (96.1%) to define uterine receptivity in Taurine cattle at around seven days of the estrous cycle, despite the animal’s breed and category. From a data science perspective, results show the scope and power of ML methods in multi-transcriptomic studies and from a biological perspective, results highlight the concept of the strong influence of the maternal environment for pregnancy establishment, which is determined independently of the presence of the embryo.

## Methodology

### High-throughput datasets

Five transcriptomic datasets were downloaded from a public functional genomic data repository: Gene Expression Omnibus (GEO) from the National Center for Biotechnology Information^36,37^. These studies were selected because they all have in common that endometrial samples from *Bos taurus taurus* animals were obtained at day 6–7 of the estrous cycle, and they were classified as pregnant (n = 26) or not (n = 26) after ET or AI, depending on the study. The accession number and main characteristics of each dataset are shown in Table 1.

Only our dataset (GSE115756,^7^) used the RNA-sequencing technology (Illumina HiSeq 2500 platform). The other datasets measured gene expression through the microarray technology. The study GSE107741 used the Agilent-023647 B. taurus (Bovine) Oligo Microarray v2 while the other three (GSE29853, GSE36080, GSE20974) employed the Affymetrix Bovine Genome Array platform.

### Data integration

The R software platform^38^ was employed in the following procedures. The raw counts obtained from the RNA-sequencing in our data were transformed through the variance stabilizing transformation method^39^, using the vst function from the DESeq2 package for R^40^. This transformation removes the dependence of the variance on the mean and produces transformed data on the log2 scale, which has been normalized with respect to library size or other normalization factors. 

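In the Holstein counts, the spread between cows rose with the mean before transformation and had little trend with it after vst in the genes tested. Across 14852 genes, the Spearman correlation of mean and SD was 0.899 for normalized counts, -0.550 for the log2 of the normalized count plus 1, and -0.023 after vst. These are correlations across genes, which are not independent replicates. In the lowest of 4 equal classes of genes ordered by expression the median SD was 0.328 after vst and 0.927 on the log2 scale. In the highest class it was 0.304 and 0.325. Without a filter on low counts the correlation after vst was 0.464, and log2 CPM of edgeR in place of vst gave -0.534. With each cow left out in turn the correlation after vst was -0.266 to -0.0629, and in sets left out after the data were seen it was 0.0308 without the 4 libraries apart on the first component, -0.213 without pregnant replicates 20 and 21 and -0.158 without all 6.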

The raw data obtained from samples hybridized to the Affymetrix or Agilent platforms were processed with the gcRMA^41^ or limma^42^ packages, respectively. Data were imported into R, background corrected, and then transformed and normalized using the quantile normalization method. Next, rows of each data set were collapsed, in order to retain the microarray probe with the highest mean value from the group of the genes with the same Ensembl ID.

Therefore, a table with transformed and normalized gene expression values for each sample was generated for each of the five studies, using the same identifier for the transcripts (Ensembl ID). These tables were integrated into a single table containing the expression of 9850 annotated transcripts for the 52 samples in total (only transcripts with expression values for all the samples were retained). Next, the batch effects (i.e., the fact that the data were obtained from different studies) were removed with the ComBat function from the sva package^43^. A multidimensional scaling analysis (MDS) was employed to evaluate between samples similarities before and after the batch removal (Supplemental Fig. 3), with the Glimma package^44^.

### Selection of biomarker genes through supervised ML

The details about each step followed by the BioDiscML software^12^ are specified in the reference and in the GitHub page (https://github.com/mickaelleclercq/BioDiscML). Briefly, a first sampling step separates the data into a train and a test set (2/3 and 1/3, respectively, by default), that are later used to assess the model, or the user can define these datasets. We chose this last option instead of using a random separation of the data in order to have samples from all the breeds on each set. The training set consisted of 34 samples (11 from Holstein, 7 from Japanese Black, and 8 from Charolais x Limousine, or Simmental cows, respectively). The test set consisted of 18 samples (6 from Holstein, 4 from Japanese Black, and 4 from Charolais x Limousine, or Simmental cows, respectively).

As second step, a feature-ranking algorithm sorts the features (or genes) based on their predictive power with respect to the class (R or nonR), retaining only the best 1000 genes. Next, two methods are employed for searching and selecting the potential biomarker genes: top *k* features and stepwise, for each ML algorithm and each optimization evaluation criterion. At each iteration, the created model is evaluated by tenfold cross validation and the selected genes are retained if the predictive performance is improved. When the signatures of biomarker genes are identified, the models are evaluated again. Finally, it is possible to let the software to select the best model (or combine the best ones), or this step can be done manually. For this, one of the output files describes each model with its associated performance metrics and the list of corresponding genes.

For this study, we manually selected those models that resulted with a prediction accuracy higher than 90% in the test set and the following evaluations’ procedures in the train set: tenfold cross validation, leave-one-out cross validation, repeated holdout and bootstrapping; and repeated holdout in the whole set.

### Identification of the best group of biomarker genes through unsupervised ML

The groups of genes identified as potential biomarkers were evaluated for their ability to blindly cluster apart the R and nonR samples according to their expression levels. For this, a hierarchical clustering was employed, using Spearman Rank Correlation as similarity metric and complete linkage as clustering method, implemented with the Cluster 3.0 software^45^. The resulting dendrogram and the heat map were visualized with Java TreeView^46^.

The correct clustering of the R and nonR samples for each group of genes was evaluated using a confusion matrix, selecting the genes that, according to their expression, presented the highest accuracy to cluster apart the samples from each group.

### Validation of the selected set of biomarker genes through supervised ML

Once the set of potential biomarker genes was selected according to unsupervised learning, the next step was to verify if the expression levels of these genes were able to predict pregnancy status. For this, we applied a different ML model than the ones identified by the BioDiscML software, using Support vector machines (Support vector classifier) with linear kernels (SVM). This method was chosen because of its ability to learn well with only a very small number of features, its robustness against the error of models, and its computational efficiency compared to other ML methods ^47^. In addition, SVM has been shown to successfully classify cancer tissue samples based on gene expression, from microarray technology^48^ or microarray-RNAseq integrated data^49^.

In order to discern if the expression of these genes would be able to predict pregnancy across all the bovine breeds, the training set consisted of all the samples but the samples from a given breed, which were part of the test set. Therefore, four pairs of training-test sets were used for classification (Simmental heifers from both studies were considered together). In other words, the training sets consisted of all the samples but the ones from Holstein (n = 35), or Japanese Black (n = 41), or Charolais x Limousine (n = 40), or Simmental animals (n = 40). Then, the corresponding test set to each training set were all the samples from the Holstein (n = 17), or Japanese Black (n = 11), or Charolais x Limousine (n = 12), or Simmental animals (n = 12).

The leave-one-out cross validation method was employed as the internal control for the training dataset. The implementation of the SVM with linear kernel was done with the kernlab package^50^, through the caret package^51^ for the R software^38^.

### Exploring the biological significance of the selected biomarker genes

As a final step, we investigated the biological meaning of the 50 genes through two methods: predictions in external datasets and functional/network analysis.

*Predictions in external datasets*: Two datasets were selected to generate the test sets based on the endometrial expression of the 50 biomarker genes. These were GSE33030^23^ and GSE16880^24^. Both studies employed the Affymetrix Bovine Genome Array (GPL2112) as platform. Only samples belonging to pregnant heifers treated or not with a progesterone device from day 3 (n = 5 per group), and those obtained from ovariectomized cows treated with progesterone for 6 days receiving or not an estradiol injection (n = 3 per group), downloaded from GSE33030 or GSE16880, respectively, were analyzed. The raw data were processed with the gcRMA package^41^. Data were imported into R, background corrected, and then transformed and normalized using the quantile normalization method. Next, rows of each data set were collapsed, to retain the microarray probe with the highest mean value from the group of the genes with the same Ensembl ID. The 50 genes were isolated from each dataset to be used as test sets, performing an addon batch effect adjustment of this data with the training data with the bapred package^52^. The training data consisted of the batch-corrected expression of the 50 genes for all the 52 samples described in Table 1. SVM with linear kernels was used as classifier, employing the leave-one-out cross validation method as the internal control, applied with the kernlab package^50^, through the caret package^51^ for the R software^38^.

*Functional/network analysis:* A functional classification of the protein class for each gene was overview with the Panther database^13^. Next, in order to expand the knowledge about the genes related to the biomarker genes, a network analysis with Cytoscape V. 3.7.2^14^ was performed.

For this, the Ensembl IDs were converted first to the corresponding human Entrez ID homologous using bioDBnet (https://biodbnet-abcc.ncifcrf.gov/db/db2db.php). Then, the GeneMania plugin^53^, which infers network data, was employed to generate two networks: one for the group of genes increasing in expression, and other for the genes decreasing in expression, in the R cows. The set of functional association data between genes was downloaded from the Homo sapiens database. The up-regulated -or down-regulated- biomarker genes were imported into the GeneMania plugin to retrieve the corresponding association network, allowing the program to find the top 100 related genes. The association data employed was genetic or physical interaction (i.e., two genes are functionally associated, if the effects of perturbing one gene were found to be modified by perturbations to a second gene, or if their products were found to interact in a protein–protein interaction study) or if the genes were in the same reaction within a pathway. Finally, the BinGO plugin^54^ was applied to find the statistically overrepresented biological processes in the resulting networks.

## Supplementary information

Supplementary Information.

## Data Availability

All data are fully resourced from public NCBI GEO databases.

# Supplementary material for: Machine learning approach to integrated endometrial transcriptomic datasets reveals biomarkers predicting uterine receptivity in cattle at seven days after estrous
**Source:** Sci Rep. 2020 Oct 12;10:16981. doi: 10.1038/s41598-020-72988-3

**Supplementary Materials**

**Machine learning approach to integrated endometrial transcriptomic datasets reveals biomarkers predicting uterine receptivity in cattle at seven days after estrous**

Maria B Rabaglino^1^ and Haja N Kadarmideen^1^

^1^Quantitative Genetics, Bioinformatics and Computational Biology Group, Department of Applied Mathematics and Computer Science, Technical University of Denmark, Kemitorvet, 2800 Kgs. Lyngby, Denmark.

***Supplementary Tables 1 and 2, and Figures 1, 2, 3 and 4***

**Supplementary Table 1**. Top 100 genes related with the biomarker genes (A) up-regulated or (B) down-regulated in the animals that became pregnant.

(A) (B)

**Supplementary Table 2.** Biological processes enriched with biomarker genes (A) increasing or (B) decreasing in expression in the cows that became pregnant, and their related genes.

(A)

(B)

**Supplementary Figure 1.** Hierarchical clustering and corresponding heatmaps for the three groups of potential biomarkers identified with the BioDiscML software. The groups consisted of 100 genes (A), 75 genes (B) or 50 genes (C). The confusion matrix for the classifications and corresponding accuracy are shown below each heat map.

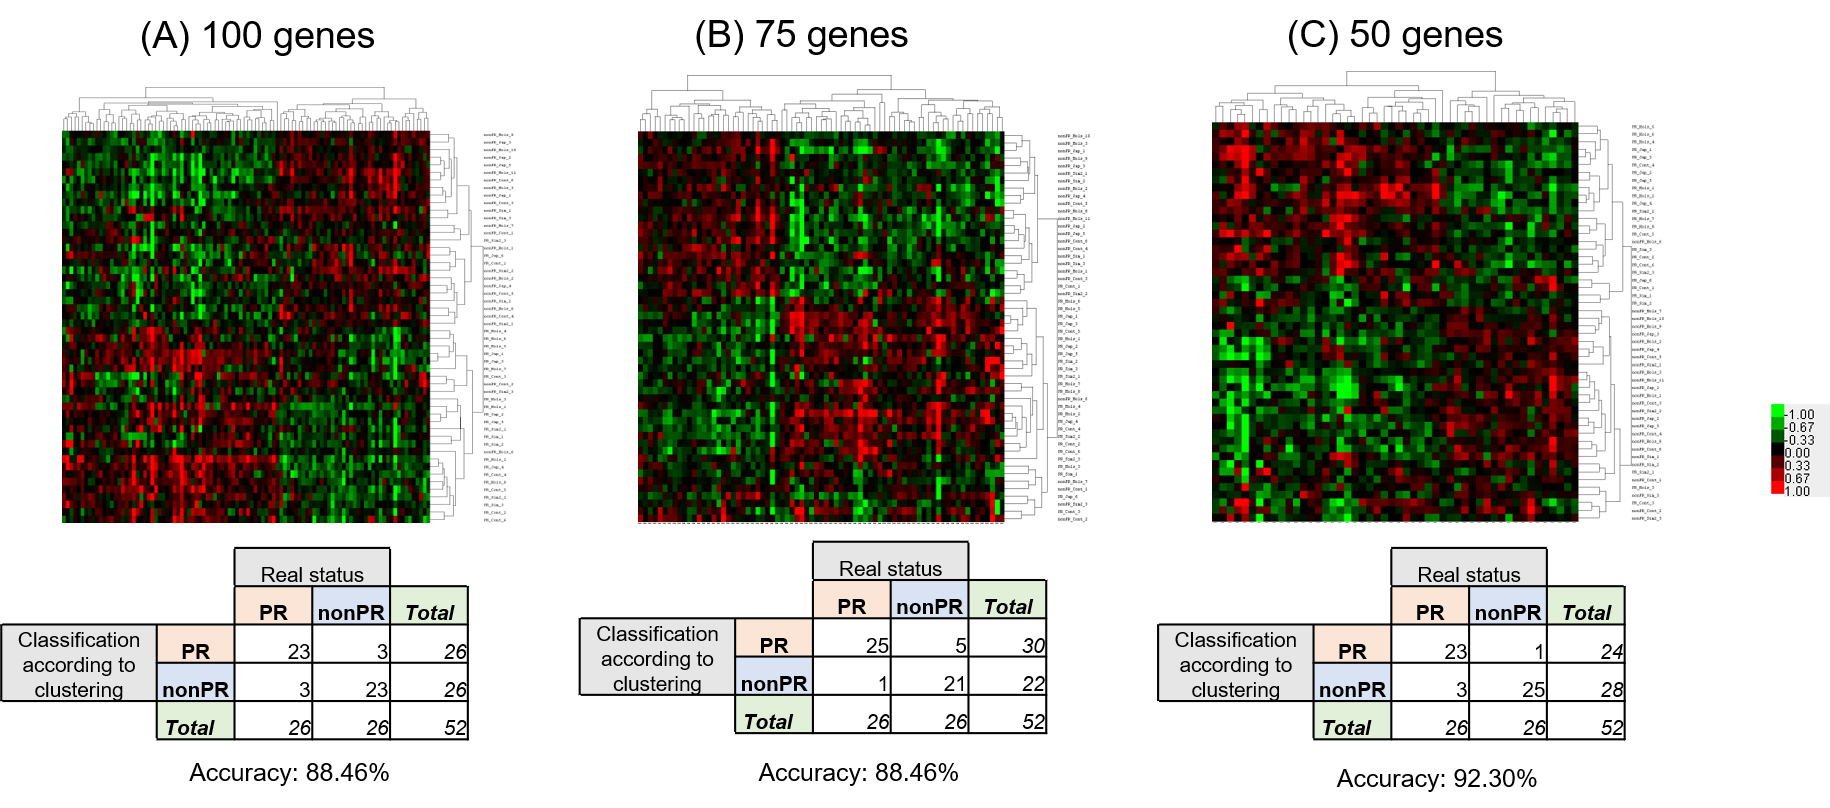

**Supplementary Figure 2.** Networks constructed with the biomarker genes (pink nodes), and inferred related genes (grey nodes), for the endometrial genes with increased (A) or decreased (B) expression in the animals that became pregnant. Genes (nodes) were connected if they were functionally associated (red edges), if their products interact (blue edges) or if they were in the same reaction within a pathway (green edges). Networks were generated with the Cytoscape software (V 3.7.2).

**Supplemental Figure 3.** Multidimensional Scaling analysis (MDS) of the 52 endometrial samples obtained at day 6-7 of the estrous cycle from different experiments/breeds. (A) MDS before batch correction (B) MDS after batch correction with ComBat.

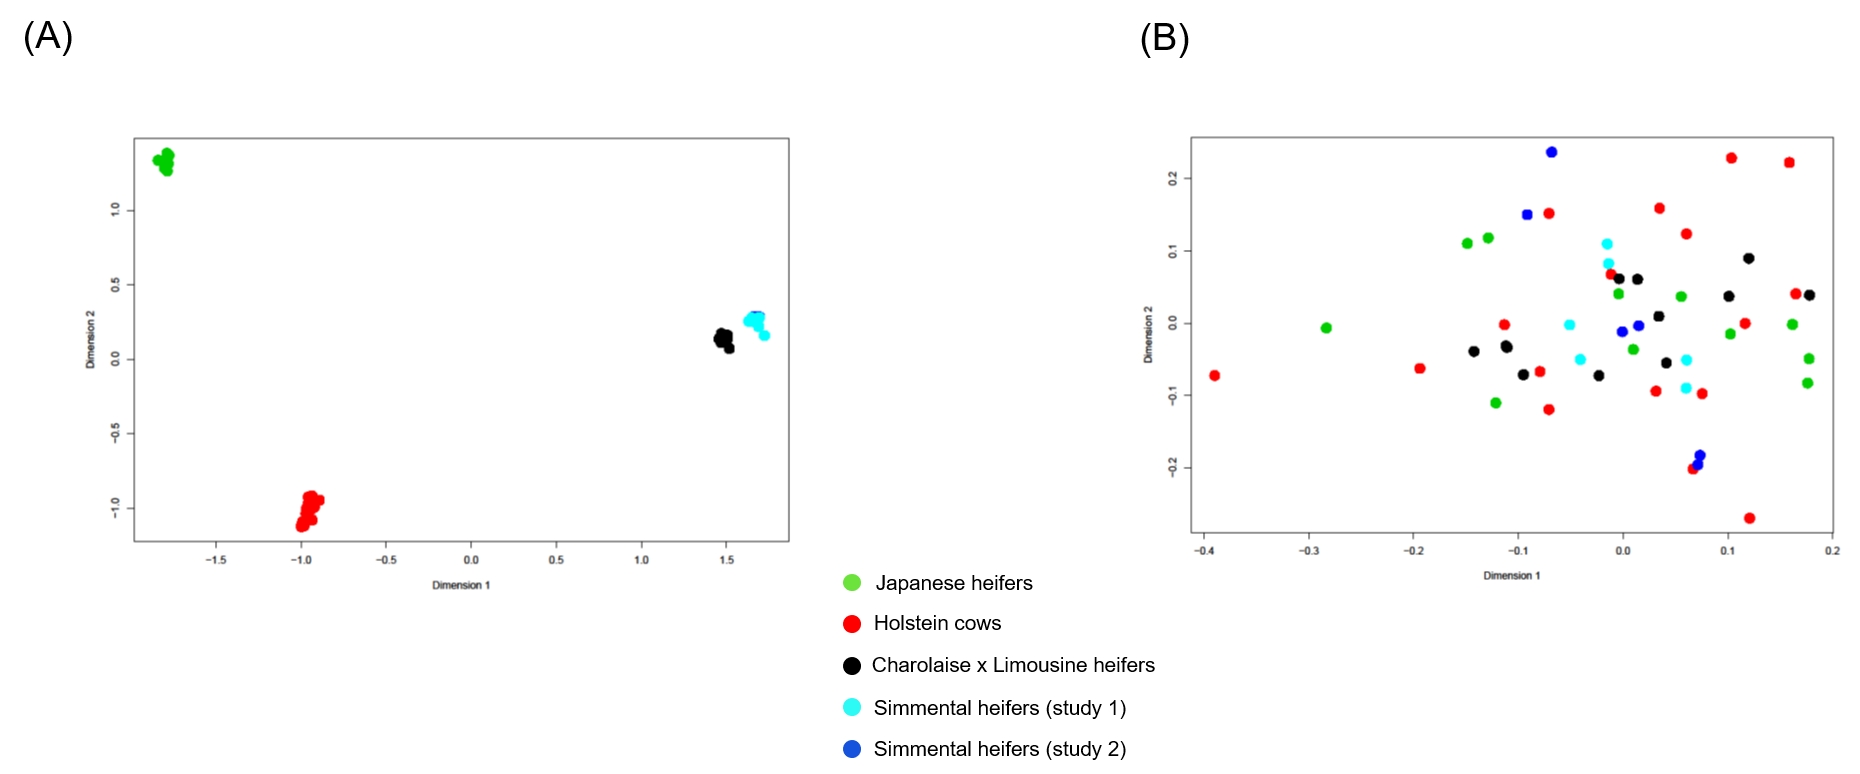

**Supplemental Figure 4.** (A) Average normalized expression for each of the 50 genes for samples classified as receptive (blue bars) or not (red bars) for each breed. (B) Difference in expression between receptive and non-receptive samples for each of the 50 genes from each breed. Holstein: green bars, Japanese black: orange bars, Charolais x Limousin: light blue bars, Simmental: purple bars.

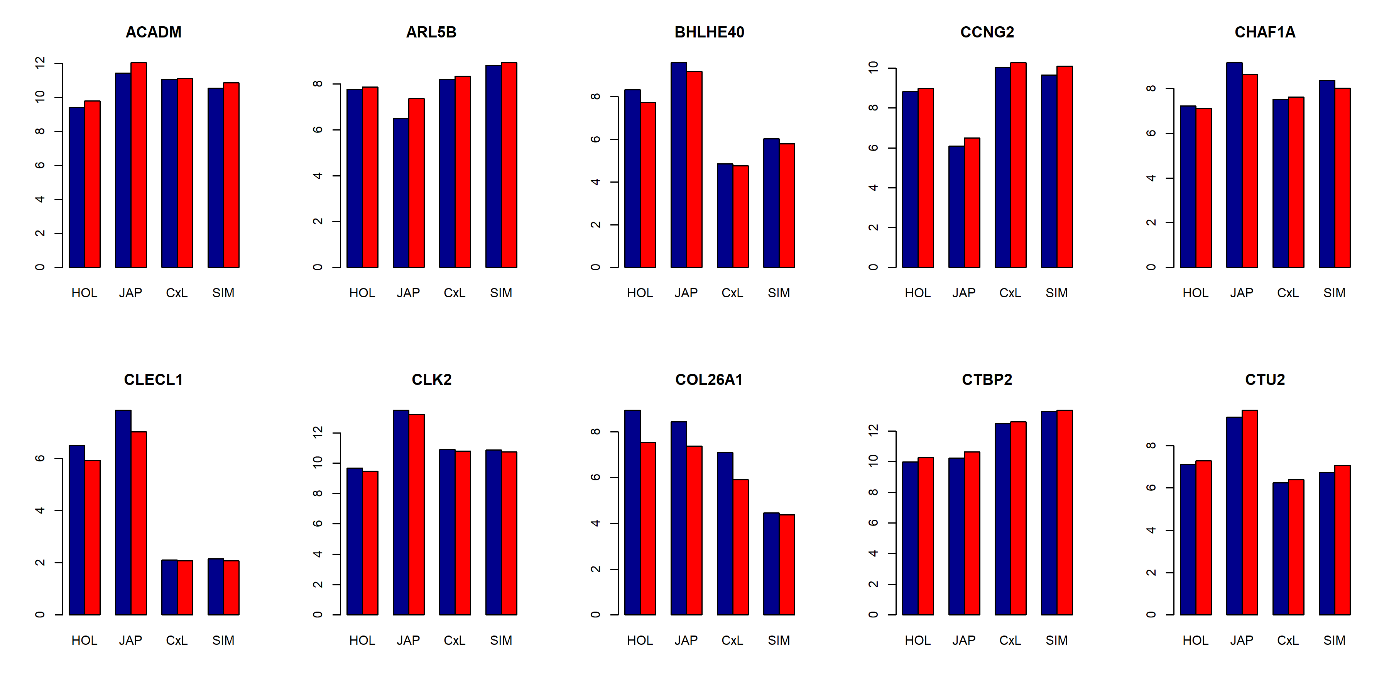
(A)

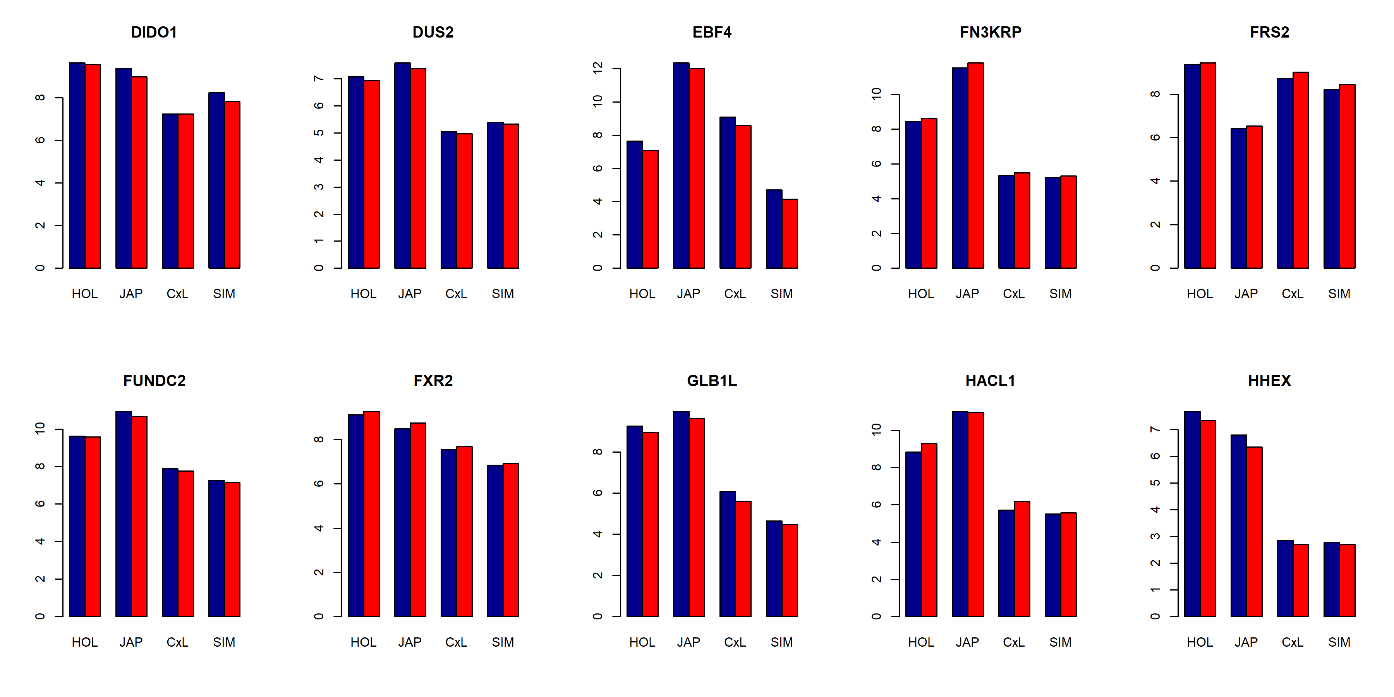

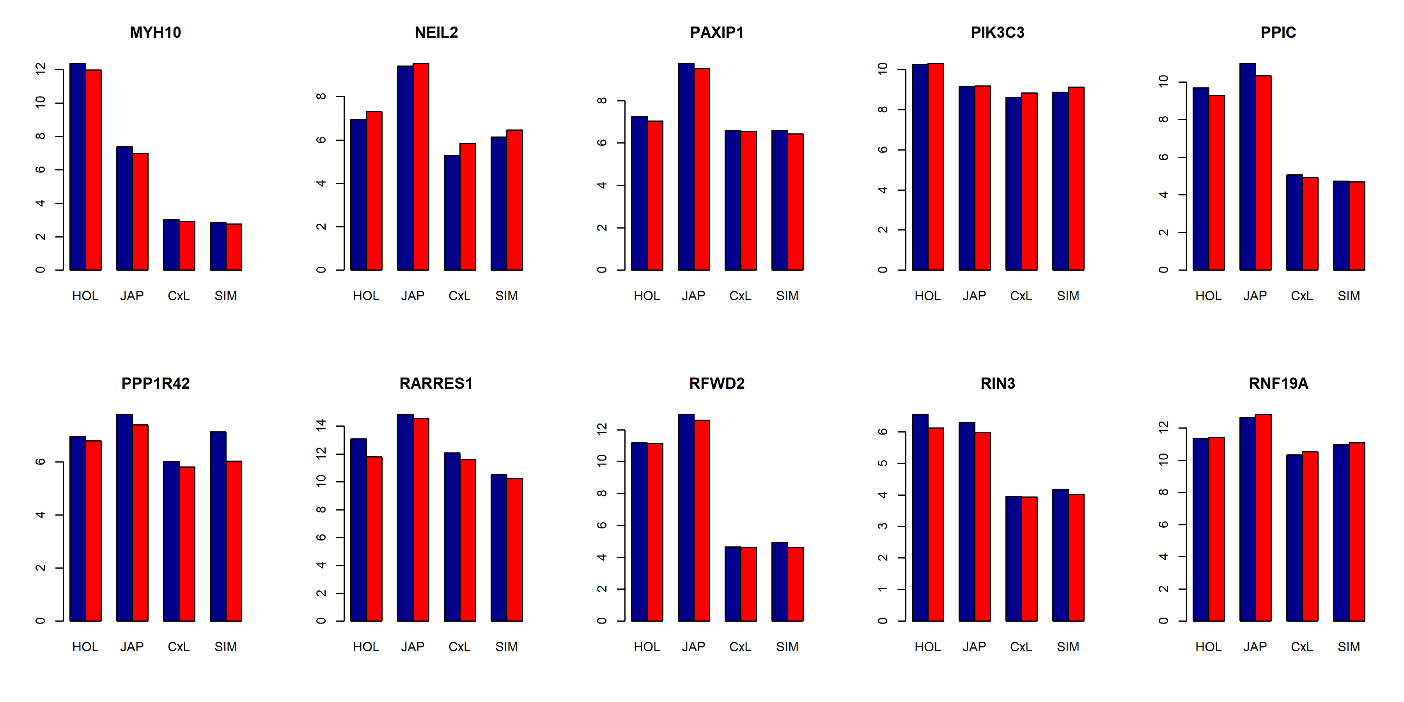

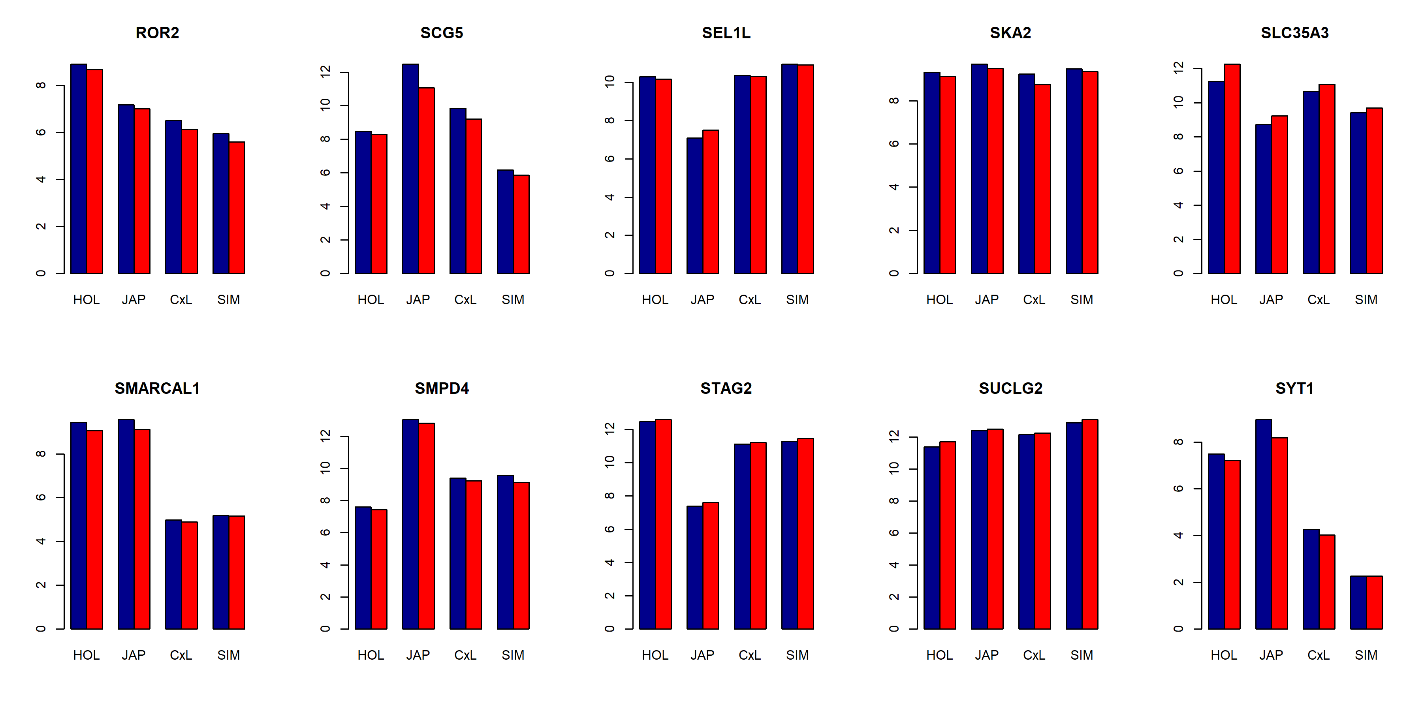

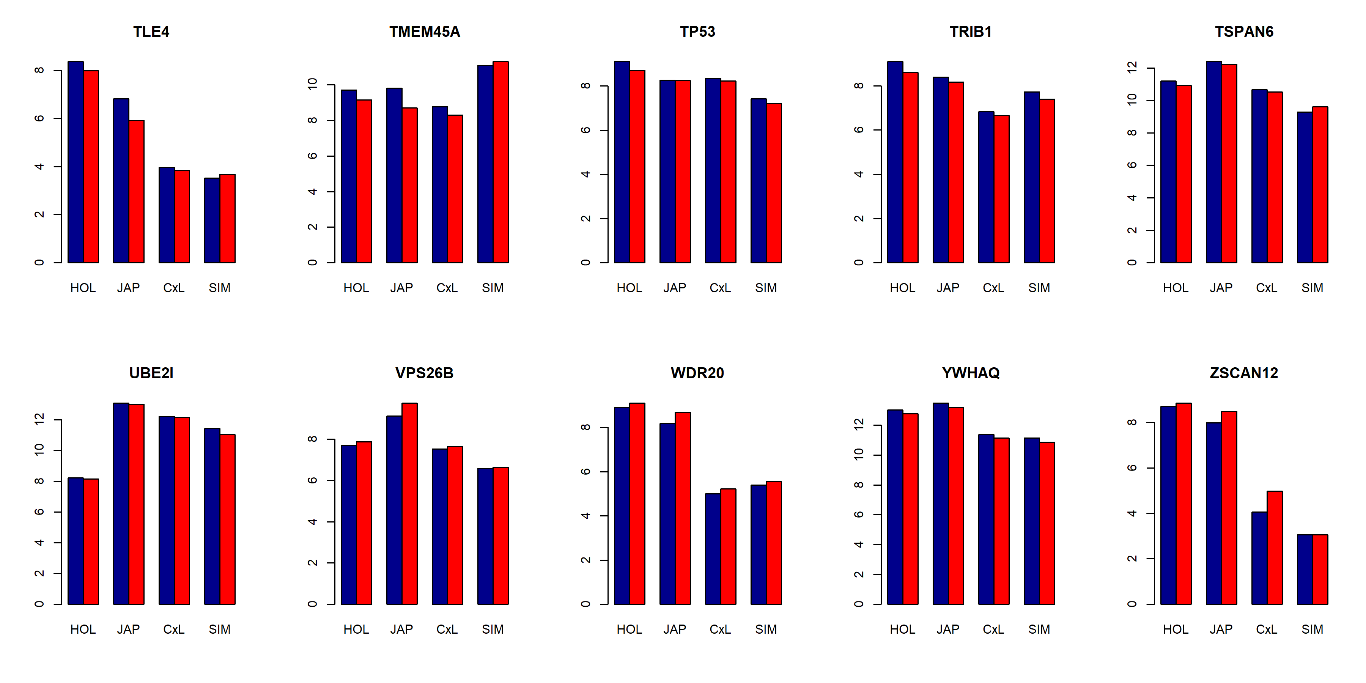

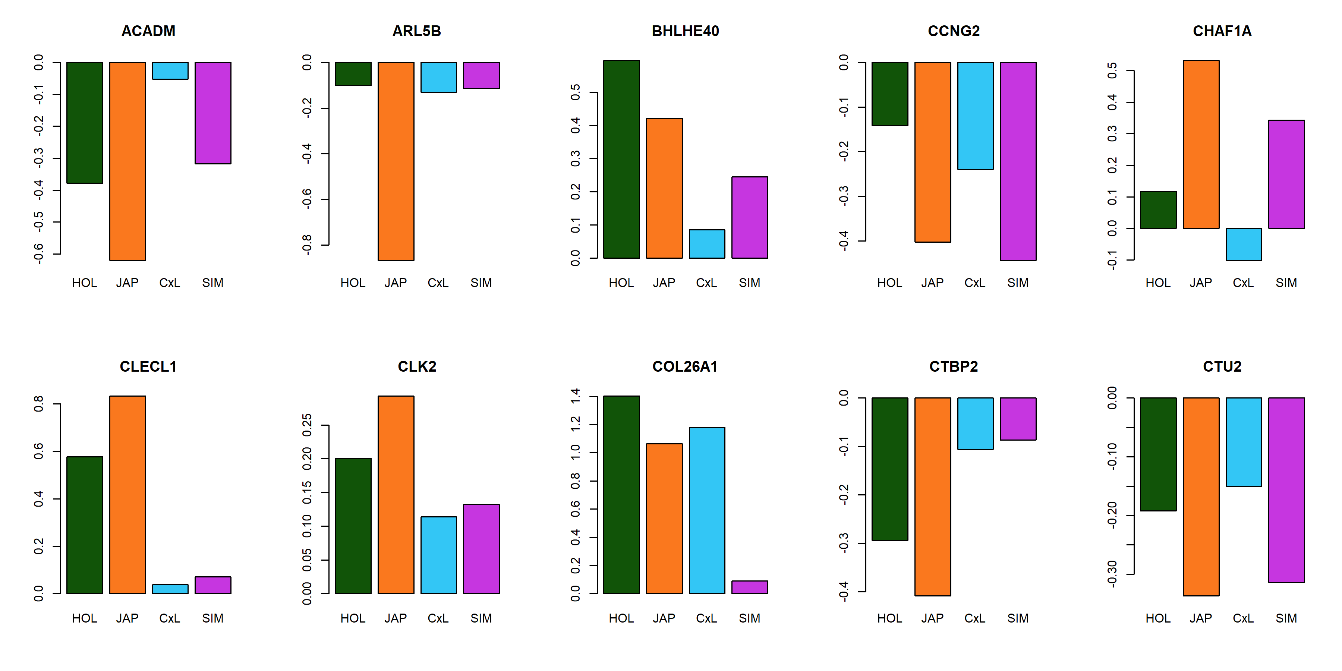
(B)

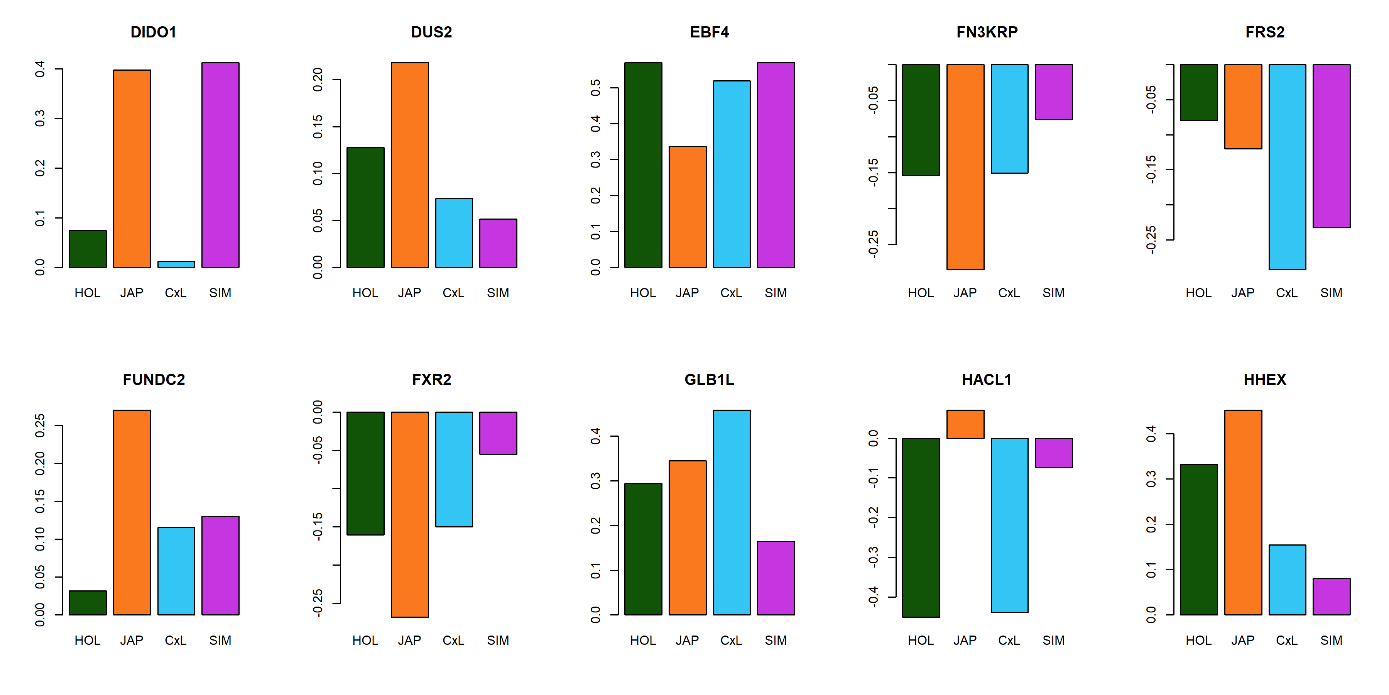

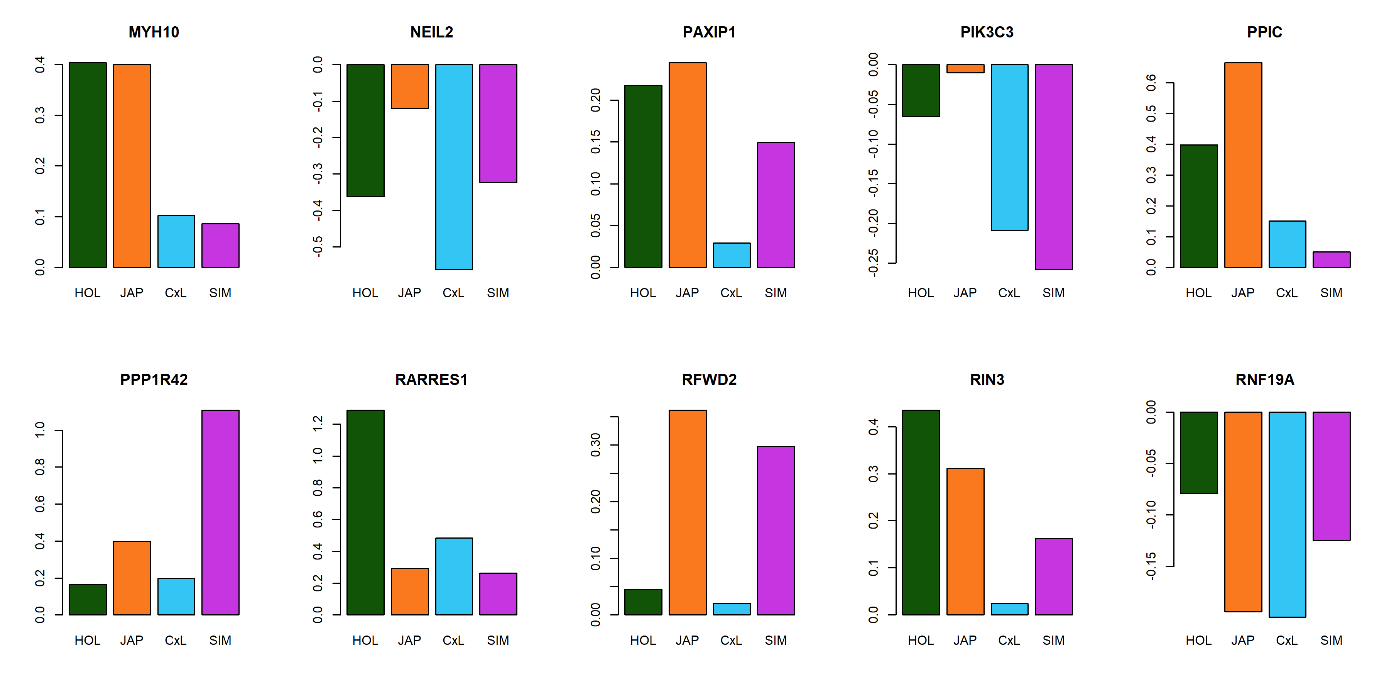

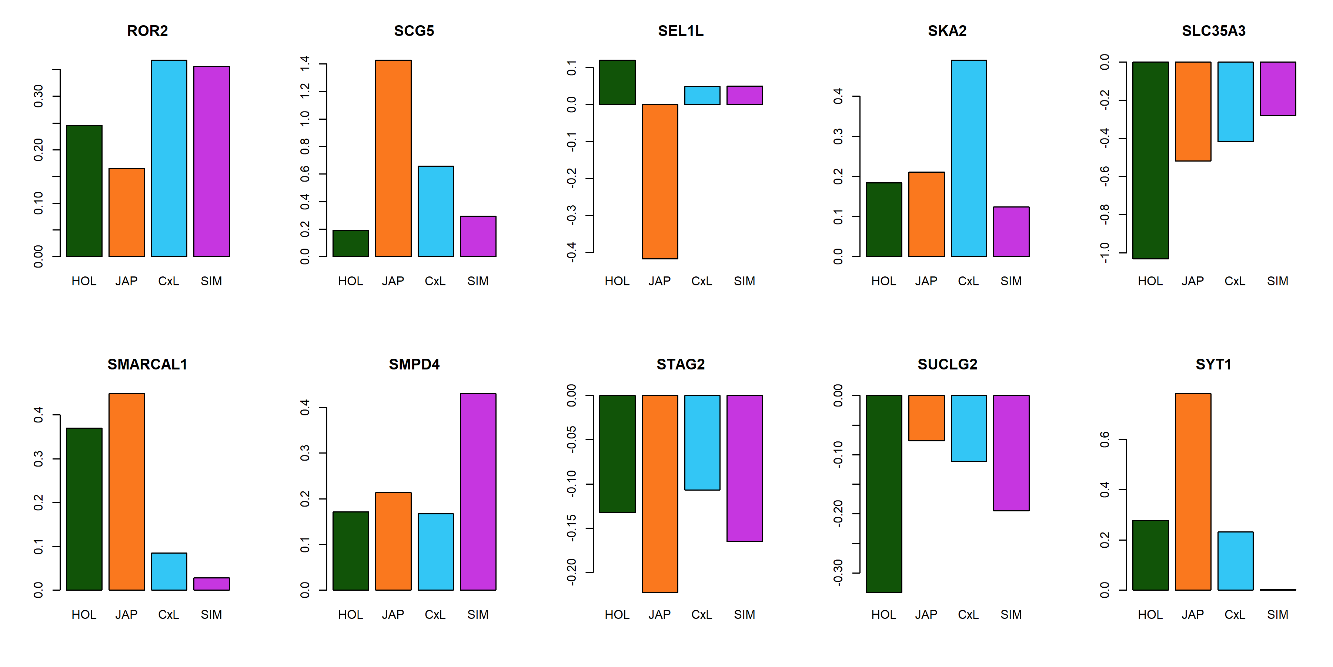

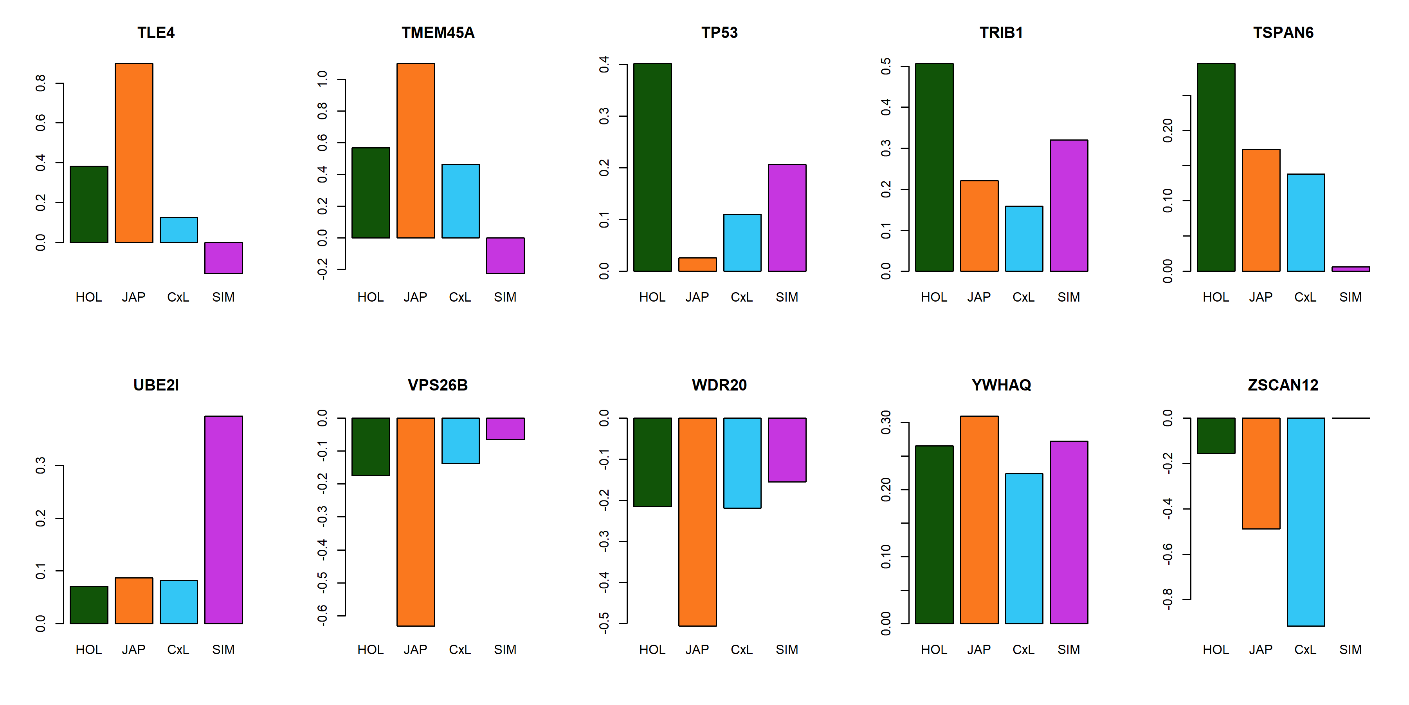

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

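The deposited data are read counts per Ensembl gene from endometrial biopsies of 23 lactating Holstein cows, with 1 library per cow, 12 from cows that were pregnant after embryo transfer and 11 from cows that were not. By the labels, total RNA of biopsies kept in RNAlater was prepared with the Illumina TruSeq stranded protocol. By the submitters' processing notes, the authors aligned the reads with STAR to UMD3.1 and counted them with HTSeq. The versions of both tools, the annotation release and the strand setting are not given in the sources used here. The values are whole numbers without normalization, and each file ends with the counts that HTSeq left outside genes or called ambiguous. The share of reads outside genes was taken over the reads in genes, outside genes and ambiguous. Within each group, no pair of libraries came close to counts of a single library sequenced more than once (lowest chi-square per degree of freedom 32.3 over 121 pairs, genes with at least 10 counts).

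Groups followed the pregnancy status in the labels, and replicate numbers are those of the sample titles. They run through both groups without pairing them. The paper used 8 R and 9 nonR Holstein cows, and since its text, supplement and figures do not tie these to the labels, all 23 cows were used.

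Counts were analysed in R 4.3.3. Genes were kept by the default filter of edgeR 4.0.16 (14852 of 24616 genes), normalized by TMM and tested with edgeR's quasi-likelihood test, pregnant against non-pregnant, at a Benjamini-Hochberg adjusted p of 0.05. Standard errors were taken from the log2 fold change and its F statistic. CPM are counts scaled to library size after TMM, and group values are means with SD over cows. DESeq2 1.42.0 gave a second test (Wald) and the variance stabilizing transformation without knowledge of the groups. The lists of UP and DOWN genes were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with an estimated correlation, and with fry. The number of the 50 genes in the direction of Table 2 was set against 1e+05 permutations of the labels, one-sided, and the score of the 50 genes against as many, two-sided. A linear support vector machine (kernlab 0.9.33, cost 1, genes scaled within each training set) was tested by leaving out 1 cow at a time, beside 1000 lists of other genes matched on expression and 100 permutations of the labels. Clustering of cows and genes used median-centred vst values, 1 minus the Spearman correlation and complete linkage, with the tree split in 2. The size of change was set against 10000 lists matched on expression. The dependence on parity was tested as the interaction of pregnancy status with parity class, 1 against 2 or more. Intervals of shares are 95% Wilson intervals and cover counting error only.

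The tests, the groups, the rule for named genes and most alternatives were fixed before the data were examined. The rule named every gene of Table 2 and of the paper's text, and the 10 genes with the smallest p in each direction where none passed; the values of Table 2 and the supplementary figures had been seen by then. Of those 10, the 2 with the smallest p per direction are printed, since the count files name genes by Ensembl identifier alone and no table that pairs identifiers with symbols was available. Table 2 of the paper gives symbols for its 50 genes, and all 50 were measured and enter every count and test; single values are not given for 2 of them. For the same reason the other lists fixed beforehand (genes related to the UP and DOWN lists, circadian clock, Wnt signalling, fatty acid oxidation, cohesin, proliferation, hormone receptors, progesterone response, prostaglandins, interferon response, cell types of the endometrium and blood, and RNA handling) could not be tested, nor could a covariate for the composition of the biopsies. Samples of the other breeds were not among the files, so no classifier could be trained on them.

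The pipeline was tested on simulated data with the depth and spread of these libraries. Of 50 genes simulated at each size, 32% were recovered at 1.5-fold, 52% at 2-fold, 74% at 3-fold and 88% at 4-fold, with 6 false calls among 14752 genes, and 0 of 14759 genes were called where no change was simulated. A shift of 0.3 on the log2 scale in the UP and DOWN lists gave camera p-values of 7.11e-10 and 3.35e-07 and 46 of 50 genes in direction. For the interaction with parity, 64% of 100 genes were recovered at 4-fold and 78% at 8-fold. These rates may not hold for the real libraries. There, other splits of the cows called up to 528 genes, and up to 1525 for the interaction. The estimated correlation between genes was 0.154 in the UP list and 0.122 in the DOWN list.

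The alternatives tried were DESeq2 size factors, no filter on low counts, a CPM of at least 1 in at least 11 libraries, DESeq2's Wald test, parity number and days from calving as covariates, an estimated correlation in camera, parity as a linear term, log2 CPM (prior count 2) in place of vst, vst with the design known, a cost of 0.01 and centred genes for the classifier, other distances, linkages and centring for the trees, leaving out each cow in turn, and 100 random subsets of 8 pregnant and 9 non-pregnant cows. Alternatives added after the data were seen left out the 4 libraries apart on the first principal component (over 5 median absolute deviations from the median), the 2 libraries with over 70% of reads outside genes, or all 6, or used a factor for the 4 libraries, the share of reads outside genes, DESeq2 without a filter, or a robust prior in edgeR. For 19 genes of Table 2 with a log2 fold change in the text, the 3 left-out sets and leaving out each cow in turn were also added after the data were seen.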

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

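The tests of the 3 patterns below were all chosen after the patterns were seen, while the splits of the cows at the end were set beforehand. Among the 5 pregnant cows of parity 2 or more, replicate 21 had the fewest counts in genes, 6920879 against 17370858 for the next, and the largest share of reads outside genes, 76.7% against 55.4%. Of 20 groups of cows and measures looked at in this way these 2 stood out, and chance gives about 1.

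The first pattern is that more biomarker genes lie in the direction of Table 2 without 6 libraries: 49 of 50 in the remaining 8 pregnant and 9 non-pregnant cows (FUNDC2 excepted; one-sided permutation p = 0.00268), against 41 in all 23. The limits that left out these libraries, on the first principal component and on the share of reads outside genes, do not look at pregnancy status, but they were set after those values, and the count for these 17 cows, had been seen, and 3 left-out sets were tried. A smaller set of cows alone does not give this: of all 27225 subsets of 8 pregnant and 9 non-pregnant cows, 1 had as many genes in direction, these 17 cows themselves (next 48, median 38). Of the same subsets, 1 matched the Holstein differences of Supplementary Fig. 4, read by eye, as well, again these 17 (r = 0.978 across genes, next 0.972, all 23 cows 0.815), though 41 of 48 genes lie nearer to 0 in them than in the figure, a gap in scale that r leaves out and that argues against a full match. The count of 49 and the r of 0.978 are consistent with the hypothesis that the 17 cows may be those on which the study chose the list, which also has 8 R and 9 nonR cows; neither the labels nor the paper identify them, and if so the 49 genes reflect how the list was chosen and not receptivity in cows outside it.

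The second pattern is that 4 libraries stand apart on the first principal component, non-pregnant replicates 4 and 6 and pregnant replicates 22 and 23, with BHLHE40 and TRIB1 high in most of them and COL26A1, SYT1 (median 0.540 against 11.3 CPM) and ROR2 low. Reads outside genes are argued against as the source, since 0 of the 4 had a larger share than each of the 17 libraries apart on neither measure. A few genes taking most of the counts do not account for it either, since 0 of the 4 had a larger share of counts in their 10 largest genes. Pregnancy status does not, since 2 of the 4 cows were pregnant. What stays open is the cell composition or place of the biopsy, the day of the cycle between 6 and 8, and RNA handling, none of which could be tested, and a factor for these 4 libraries left 0 genes changed by edgeR.

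The third pattern is that 2 libraries, pregnant replicates 20 and 21, have most of their reads outside genes and counts in more genes than the others. A lower depth in genes is argued against, since at equal depth 2 of the 2 had counts in more genes (20111 and 20426) than each of the other 21 (at most 18017). Reads spread evenly over the genome, as from DNA or unspliced RNA, remain a candidate source: genes nearly silent in the other libraries took a share of the counts in genes 9.32 times as large in the lower of the 2 as in the highest of the other 21, and the 10 largest of these genes held at most 4.91% of those counts. The bound for the ratio was 10, set after values had been seen and missed by this one, so this stays open and cannot be told apart from a difference in the RNA itself. No biological explanation was tested, as the design names none that these 2 cows share and the other 21 lack.

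The real split of the 23 cows gave 0 genes changed by edgeR (1556 at an unadjusted p under 0.05) and 10 by DESeq2. By edgeR it gave 0 biomarker genes adjusted over the list alone and 0 genes called for a dependence on parity (443 at an unadjusted p under 0.05). Of 100 splits into groups of 12 and 11, the real one included, 100, 100 and 100 gave at least as many, which a count of 0 fixes in advance, so these 3 comparisons say nothing about chance. The highest of the other splits were 528, 3 and 1525 genes, and why these splits call so many genes was not tested. For the UP list 11 splits gave a camera p as small as 0.000618 in the same direction (smallest other 2.06e-08), for the DOWN list 22 as small as 0.0405 (2.47e-06), and 21 gave a median absolute change as large as 0.134 (highest other 0.230), so chance is not excluded for these.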

How the results depend on the processing

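The left-out sets of libraries, the factor for 4 libraries, the share of reads outside genes as a covariate, DESeq2 without a filter and the robust prior were chosen after the data were seen. Under these and the settings chosen beforehand, edgeR called 0 genes changed (10 by DESeq2), except 1 without pregnant replicate 8 and up to 2 in random subsets of cows. DESeq2's Wald test called 10 genes, and 14 without a filter (1863 and 2910 at an unadjusted p under 0.05), and 3 biomarker genes when adjusted over the list alone in both cases. The call of the UP list ended without a filter on low counts (p = 0.0738) and with an estimated correlation (0.117). That of the DOWN list ended with a CPM of at least 1 in 11 libraries (0.0565), parity (0.0636), parity and days (0.0772), an estimated correlation (0.22), a factor for the 4 libraries (0.0628), and at the median of 100 random subsets of 8 and 9 cows (0.063). The number of genes in the direction of Table 2 was 37 with log2 CPM (p = 0.107) and 37 at the median of the random subsets. The score difference was 1.00 without the 4 libraries apart, 0.848 without the 2 with over 70% of reads outside genes and 1.49 without all 6, now past its test. Without these 6, 1 biomarker gene passed when adjusted over the list alone (RARRES1), and the median absolute change was 0.210. Clustering of cows matched status in 73.9% with the Pearson correlation, 73.9% with average linkage and 76.2% without the 2 libraries, but in 52.2% with genes not centred, and short of the threshold in 68.4% without the 4 (p = 0.171) and 76.5% without the 6 (p = 0.0552); clustering of genes matched direction in 92% with log2 CPM, 98% with average linkage, 92% without the 4 and 94% without the 6 libraries. The correlation of mean and SD was -0.534 with log2 CPM and turned to 0.464 without a filter (jackknife spread 0.225, within which it was 0.0308 without the 4, -0.213 without the 2 and -0.158 without the 6 libraries); the log2 fold change of ZSCAN12 turned to 0.0079 with parity and days, and that of ROR2 to 0.0111 without the 4 and 0.0691 without the 6 libraries and that of PIK3C3 to -0.0175 without the 6. Leaving out each cow in turn gave 0 to 1 genes changed, p = 0.0053 to 0.147 for the DOWN list, 37 to 45 genes in direction, and score differences of 0.479 to 0.790. For single genes, where this was added after the data were seen, it gave log2 fold changes of -1.08 (without pregnant replicate 23) to 1.10 for BHLHE40, -0.75 (without the same cow) to 1.08 for TRIB1, -0.18 to 0.00203 (without pregnant replicate 22) for ROR2 and -0.14 to 0.0441 (without non-pregnant replicate 1) for ZSCAN12, whose directions turned without the cows named. Where fewer cows or genes do not explain it by construction, the cause was not tested. The other values under an alternative were 280 planned and 50 added for the tests and counts, and 149 planned and 487 added for single genes. Except for the accuracy of the support vector machine, they kept their side of the threshold or moved by no more than the jackknife spread (0.0576 for the median absolute change). Those of tests and single genes also kept their direction. The planned values include the gene tree with genes not centred, which equals the main tree by construction. The accuracy of the support vector machine, 65.2% in the main setting, was 59.1 to 72.7% with each cow left out in turn. It fell below that range with a cost of 0.01 (47.8%) and without the 2 libraries (57.1%), and stayed inside it with log2 CPM (60.9%). The lists without symbols and the covariate for biopsy composition were not run. No paired analysis was possible because the replicate numbers of the 2 groups do not overlap. In data simulated at the depth and spread of these libraries, 32% of genes changed 1.5-fold were recovered.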

Differences from the paper's values

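The comparison without 6 libraries was chosen after the values were seen. Supplementary Fig. 4 of the paper shows the difference of R minus nonR Holstein cows per gene before correction for the experiment, in 8 R and 9 nonR cows, read here by eye; the values set beside it are differences of mean vst values over all 23 cows, a wider group. Of 48 genes, 42 are nearer to 0 here than in the figure. Counted as different where the sign is opposite or the gap is larger than the SD between cows of a group, a wide margin within which PPIC (0.0121 here, about 0.4 in the figure) and BHLHE40 (0.0620 here, about 0.6 in the figure) also fall, 14 of the 48 genes differ. With the same sign in both, TLE4 was at 0.103 here and at about 0.38 in the paper's Supplementary Fig. 4, HACL1 at about -0.45 in it and -0.11 here, EBF4 at about 0.57 in it and 0.0781 here, CLECL1 at about 0.58 in it and 0.26 here, RARRES1 at about 1.3 in it and 0.28 here, and ACADM at about -0.38 in it and -0.11 here. With opposite signs, the paper's Supplementary Fig. 4 has ROR2 at about 0.25 (-0.19 here), STAG2 at about -0.13 (0.0517 here), FUNDC2 at about 0.03 (-0.12 here), FRS2 at about -0.08 (0.0734 here), GLB1L at about 0.29 (-0.0127 here), CCNG2 at about -0.14 (0.0327 here), PIK3C3 at about -0.07 (0.11 here) and RFWD2 at about 0.04 (-0.0130 here). Among these, only FUNDC2 has a gap larger than its SD (0.147). The others count by sign alone, on values read by eye, with gaps within their SD (0.155 for RFWD2), and are weak evidence of a difference. With log2 CPM in place of vst, the alternative for this measure set before the data were examined, the SDs of TLE4, HACL1, EBF4 and CLECL1 are larger and their gaps fall within them, though TLE4 (0.0987) and EBF4 (0.0134) lie farther from the figure than before, while those of the other 10 genes still do and 5 further genes do (PPIC, DIDO1, PPP1R42, DUS2 and SYT1). Without the 6 libraries, a set chosen after the values were seen, 1 of the 48 genes differs by the same margin, FUNDC2 at -0.12, and RARRES1 is at 1.06, but 41 of the 48 are still nearer to 0 than in the figure, ROR2 (0.0715) among them.

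The paper's accuracy of the support vector machine in Holstein cows is 94.1%, from training on other breeds, and leaving out 1 Holstein cow at a time gave 65.2% here (95% Wilson interval 44.9 to 81.2%, which lies below the paper's value and covers counting error only). The training samples differ, and so do the cows tested, 17 in the paper and 23 here. The ratio stays under the 1.5 set for a difference; it passes that with log2 CPM (60.9%) and a cost of 0.01 (47.8%), and not with centred genes (65.2%) or, in the set chosen after the values were seen, without the 6 libraries (64.7%).

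The paper states that the 50 genes split by direction into 2 main clusters, over all breeds together; in the Holstein cows alone the clusters matched the direction of 26 of 50 genes, of 92% and 98% with the planned log2 CPM and average linkage, and of 92% and 94% without the 4 and the 6 libraries, sets chosen after the values were seen. It states that cows of all breeds separated by pregnancy on these genes, with 1 R and 1 nonR Holstein cow out of place; here 15 of 23 cows were in the branch of their group, 73.9% with the planned Pearson correlation or average linkage, and 52.2% with the planned genes not centred. It states that the difference between R and nonR was alike in all breeds for all but a few genes; here 41 of 50 genes had the direction of Table 2, and 49 of 50 without the 6 libraries, a set chosen after the values were seen. Of the genes its text names as more expressed in R cows, ROR2 had a log2 fold change of -0.10 here (standard error 0.26), which turned to 0.00203 without pregnant replicate 22 and, in sets chosen after the values were seen, to 0.0111 without the 4 and 0.0691 without the 6 libraries. BHLHE40, also more expressed in R cows by the paper, had 0.50 over all 23 cows, -1.08 without pregnant replicate 23, 1.10 without non-pregnant replicate 6, and 0.40 and 0.51 without the 4 and the 6 libraries. HHEX and TLE4 were higher and CTBP2 and ZSCAN12 lower, in the paper's direction, but ZSCAN12 turned to 0.0441 without non-pregnant replicate 1. None of these genes passed the test of edgeR.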

Other observations

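The relation of the score to 3 measures of the cows was tested after the scores were seen. Without the 6 libraries set apart by their first component or their reads outside genes, a choice made after the data were seen, the genes of the list that stood out most were RARRES1 (retinoic acid receptor responder 1) and the Golgi transporter SLC35A3. RARRES1 had a log2 fold change of 1.04 (standard error 0.21) between 8 pregnant and 9 non-pregnant cows, with an adjusted p of 0.134 over all genes and 0.00432 when adjusted over the list alone, both from edgeR's quasi-likelihood test. SLC35A3 had -0.75 (standard error 0.21, adjusted p = 0.141, and 0.0541 over the list alone). In these 17 cows 18 of the 50 genes had an unadjusted p under 0.05, and edgeR called 0 of all genes (2425 at an unadjusted p under 0.05; DESeq2 was not run on this set). The study chose the list on part of the 23 cows, possibly on these 17 themselves, so the list is not independent evidence. The UP list had a camera p of 1.4e-09 and the DOWN list of 4.46e-05, or 0.0147 and 0.0809 with an estimated correlation. The area under the ROC curve of the score was 0.903, and the support vector machine placed 11 of 17 cows correctly, as well as 296 of 1000 lists of other genes did.

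A hypothesis for the spread of the score within groups is the time from calving to transfer, which could change the endometrium. Over 23 cows the score had Pearson r = 0.364 with the days (permutation p = 0.0882, adjusted p = 0.265 over 3 relations) and Spearman rho 0.253 (p = 0.24, adjusted p = 0.72), with r = 0.401 in pregnant and 0.395 in non-pregnant cows and 0.305 without the 2 cows farthest from the median of days, so the hypothesis stays open. With the share of reads outside genes r was -0.221 (p = 0.314, rho -0.075, p = 0.734), -0.621 in pregnant and 0.155 in non-pregnant cows, and -0.123 without pregnant replicates 20 and 21. With the log2 of the counts in genes it was 0.255 (p = 0.241, rho 0.146, p = 0.503), 0.499 in pregnant and 0.375 in non-pregnant cows, and 0.134 without the 2 farthest cows, pregnant replicates 20 and 21. Within the groups the counts thus go with the score about as closely as the days do, and these values do not single out the days.

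Of the 100 splits of the cows, 13 gave as many genes at an unadjusted p under 0.05 as the 1556 of the real split (highest other 3271).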
